# Response of Osteoblasts on Amine-Based Nanocoatings Correlates with the Amino Group Density

**DOI:** 10.3390/molecules28186505

**Published:** 2023-09-07

**Authors:** Susanne Seemann, Manuela Dubs, Dirk Koczan, Hernando S. Salapare, Arnaud Ponche, Laurent Pieuchot, Tatiana Petithory, Annika Wartenberg, Susanne Staehlke, Matthias Schnabelrauch, Karine Anselme, J. Barbara Nebe

**Keywords:** surface modification, amino coating, polymer, material characterization, surface charge, wettability, spreading, actin cytoskeleton, microarray, gene expression

## Abstract

Increased life expectancy in industrialized countries is causing an increased incidence of osteoporosis and the need for bioactive bone implants. The integration of implants can be improved physically, but mainly by chemical modifications of the material surface. It was recognized that amino-group-containing coatings improved cell attachment and intracellular signaling. The aim of this study was to determine the role of the amino group density in this positive cell behavior by developing controlled amino-rich nanolayers. This work used covalent grafting of polymer-based nanocoatings with different amino group densities. Titanium coated with the positively-charged trimethoxysilylpropyl modified poly(ethyleneimine) (Ti-TMS-PEI), which mostly improved cell area after 30 min, possessed the highest amino group density with an N/C of 32%. Interestingly, changes in adhesion-related genes on Ti-TMS-PEI could be seen after 4 h. The mRNA microarray data showed a premature transition of the MG-63 cells into the beginning differentiation phase after 24 h indicating Ti-TMS-PEI as a supportive factor for osseointegration. This amino-rich nanolayer also induced higher bovine serum albumin protein adsorption and caused the cells to migrate slower on the surface after a more extended period of cell settlement as an indication of a better surface anchorage. In conclusion, the cell spreading on amine-based nanocoatings correlated well with the amino group density (N/C).

## 1. Introduction

Demographic change and the associated increase in life expectancy in industrialized countries have increased osteoporosis incidence. This situation leads to more orthopedic operations and an increased need for bone and joint implants, representing a major financial burden for the health system [1,2]. Regarding good biocompatibility, mechanical properties, and corrosion resistance, implants made of metal such as titanium (Ti) or titanium alloys are preferred. A disadvantage of metallic implants is low osseointegration, which reduces the long-term stability of the implants [3]. In the frequently older recipients of orthopedic implants, the regenerative capacity of the bone tissue is often limited, which also impairs the osseointegration, and may lead to aseptic implant loosening [1,4,5].

The integration of implants can be improved by physical but mainly by chemical modifications of the implant surface. For example, titanium coated with triple helical peptides from type I collagen induced higher ALP activity and calcium content in bone marrow stromal cells. In rat tibia, these implants showed increased bone-implant contact [6,7]. The initial step in osseointegration is the adherence of osteoblasts [8]. The physico-chemical stimuli induced by the chemical surface of the biomaterial can affect cell adhesion and spreading [9,10]. It is known that amine-based coatings improve initial cell attachment, cell spreading, cell migration, and intracellular signaling [9,11] and allow the cells to melt into geometrically and stochastically created convex surface structures [2,12]. Solely these thin films rich in amine chemical groups (−NH_2_) promoted osteogenic differentiation in adipose-derived stem cells versus carboxyl (−COOH), methyl (−CH_3_), and hydroxyl (−OH) chemical groups [13]. The mechanism behind these impressive effects is the electrostatic interaction of positively charged amino groups and the cells’ net negative charge due to the hyaluronan coat and other membrane components of the cells [14,15,16]. Plasma-polymerized amine-based coatings improve the osseointegration of titanium implants in vivo by increasing bone-to-implant contact [17]. Already in the first 5 min after cell contact, more than twice as many cells can adhere to the surface of an amine-based surface coating than to coatings with extracellular matrix proteins [18]. These striking effects make amine-based coatings on titanium surfaces so interesting for implant research. However, there is limited information on the distinct cellular responses induced by specific amino group contents at the biomaterial interface.

Another hypothesis for the cause of the positive effects of the amino-rich organic layers is the increased adsorption of serum proteins such as vitronectin or fibronectin and the resulting enhanced interaction of cellular integrin receptors with the coated surface [19,20]. Several studies reported that amino-functionalized surfaces also have a high adsorption capacity of bovine serum albumin (BSA) due to the protein’s high stability and varying surface charges under neutral or acidic conditions [21,22,23]. These proteins adsorbed on the surface are essential in the subsequent interaction of an implant with cells, and the protein density on the surface dictates how cells would behave, such as how they would spread or migrate on the surface [24,25].

Another effect of amine-based surfaces is on cell migration. The chemically-influenced cell migration, called chemotaxis, is essential to investigate since biochemistry is mainly known to affect cells in their migratory behavior [26,27,28]. To observe this effect, live cell imaging coupled with different chemical characterizations is usually employed to correlate other cell characteristics and behaviors, such as changes in the cell speed, cell trajectory, and cell shape [29,30].

The amine-based nanocoatings used in this work were specifically chosen to cover and investigate a wide range of different amino group densities. In addition, different topographical properties were selected to study the influence of the surface-structural differences of the coatings on the physico-chemical properties and biological effects. As already mentioned in recent reports [2,9,11,12], smooth and thin films of positively charged polymerized allylamine (PPAAm) films with relatively high N/C ratios of about 20–26% deposited on various biomaterial implants as titanium or even ceramic surfaces showed optimal conditions for adhesion and spreading of human osteoblasts. Based on these positive effects, we studied different amino-group-containing nanolayers. In a first attempt, we prepared surface coatings bearing aminosilanes like (3-aminopropyl)triethoxysilane (APTES) [31] and N-(2-aminoethyl)-3-aminopropyltrimethoxysilane (2AE-APS). While APTES has primary amino groups in the molecule, 2AE-APS has both primary and secondary amino groups. In further studies, we used different polyethyleneimine (PEI)-based silane coatings [14]. PEIs are well-known for their highly positive charge and diverse structures, constituting a category of the most extensively developed polycations [32]. PEIs are found in different types: linear PEI (lPEI), which contains only primary and secondary amino groups, and branched PEI (bPEI), including mixtures of various primary, secondary, and tertiary amino groups. In this work, coatings with lPEI and bPEI were synthesized starting from (3-glycidyloxypropyl)trimethoxysilane (GOPTS)-bearing layers by treatment of the epoxide groups with lPEI and bPEI, respectively. In addition, a commercially available trimethoxysilylpropyl-modified polyethyleneimine (TMS-PEI) [33] was used.

The processes initiated in osteoblasts after contact with the implant surface are orchestrated by finely tuned-transcriptional processes. In the initial phase of osseointegration, cell adhesion and spreading are regulated [8]. Subsequently, transcriptional changes lead to the initiation of proliferation and, in the next phase, to the downregulation of proliferation and the initiation of differentiation of osteoblasts to osteocytes [34]. The surface properties of implant materials induce specific cellular signaling cascades and transcriptional changes. In order to improve early osseointegration, not only the enhancement of physical cell attachment should be addressed, but also possibilities to modulate the corresponding downstream signaling pathways. Therefore, it is important to understand the molecular and transcriptional mechanisms underlying the effects of chemical surface modifications of bone implants. So far, there is little information on which transcriptional changes the improved osseointegration by amine-based surfaces is based on.

This work focused on the influence of different amino group densities of nanocoatings (i) on the physico-chemical surface properties such as water contact angle, zeta potential, and element composition via XPS, as well as (ii) on the cell biological effects. The parameter cell spreading and fold change of Col I were the criteria for further selective experiments, i.a., gene expression, migration speed, traveled distance, and protein adsorption. The general aim was to identify the optimal amino group density for the adherence and gene expression of osteoblasts. In this innovative study, first, systematically prepared amine-based nanocoatings were chemically characterized and correlated with the cell-spreading capacity; and in a second step, the nanolayer with the highest correlation of the N/C value with cell spreading was analyzed in more detail on molecular and transcriptional processes. Understanding the mechanism of action of these amino-based nanolayers should provide fundamental knowledge for improving bioactive implants for systemically diseased bone.

## 2. Results

### 2.1. Chemical Characterization of Amine-Based Polymer Coatings

Physico-chemical results of the different amine-based nanocoatings concerning wettability and surface charge are given in Table 1.

Wettability: The analysis indicated a decrease in WCA values of the amine-based nanocoatings except Ti-2AE-APS. The Ti-Ref and Ti-2AE-APS showed slightly hydrophobic characteristics with a WCA of θ~95°. The other nanocoatings were hydrophilic, ranking as follows: Ti-APTES-100 > Ti-APTES-1 > Ti-GOPTS-bPEI > Ti-TMS-PEI > Ti-Col I > Ti-GOPTS-lPEI, with WCA values of θ 77°, 69°, 55°, 54°, 53°, and 51°, respectively.

Zeta potential: The ζ-potential could be changed due to amine-based nanocoatings compared with Ti-Ref at –81 mV. Negative surface potentials were found for Ti-GOPTS-lPEI < Ti-GOPTS-bPEI < Ti-APTES-1 < Ti-2AE-APS < Ti-Col I, with −49, −34, −21, −11, and −3 mV, respectively. Only two coatings present a positive ζ-potential and can be classified as moderately (Ti-TMS-PEI: +12 mV) and highly positive (Ti-APTES-100: +51 mV).

Therefore, the coating Ti-TMS-PEI displayed optimal surface properties for cell adherence and growth, because we found both a moderately positive surface charge of ζ +11.7 mV and a water contact angle of θ 53.6° [14].

### 2.2. N-Dependent Cell Spreading

In the next step, we screened the different coatings for a substantial impact on cell adherence and growth. To verify the short-term effects on cell spreading, we analyzed the cell areas of MG-63s after 30 min seeding. The cell area of MG-63s enlarged on all amino-group-containing coatings compared to the collagen control (Figure 1, Table S1). Only the GOPTS-lPEI could not induce a significantly increased cell area of MG-63s. TMS-PEI showed the strongest enlargement of the cell area.

To compare the amino group density of the different coatings, we measured the element composition via XPS and calculated the N/C ratio. This analysis revealed a chemical structure-dependent correlation of the amino group density and the cell area of MG-63s (Table 2 and Table S2). TMS-PEI, which mostly improved cell area, possessed the highest amino group density. Therefore, for all further cell physiological experiments, we focused on this Ti coated with trimethoxysilylpropyl modified poly(ethyleneimine) (Ti-TMS-PEI).

### 2.3. Cell Morphology on Ti-TMS-PEI

In the following, the cell biological effects of the most effective surface coating should be investigated in more detail. For this purpose, cell morphology on Ti-TMS-PEI was examined by confocal microscopy using actin staining. In order to establish comparability with the microarray analyses that were also performed, the cultivation period was set at 4 h and 24 h, respectively. Even after 4 h, a larger cell area was still evident on the Ti-TMS-PEI samples, whereas the difference had relativized after 24 h (Figure 2). The amino groups of Ti-TMS-PEI let the cells overcome surface guidance of a grooved Ti surface with 20 µm × 2 µm (width × height) dimension (Figure 2b).

In addition, the outer surface morphology of MG-63s was compared using scanning electron microscopy (SEM) (Figure 3). It was evident that after 30 min of cultivation on Ti-Ref, the cells were still small in size, rounded, and spherical, while on the Ti-TMS-PEI coating, they were already growing flat and spread out. Also, the outer surface structure converged after 24 h between the different surfaces (Figure 3).

### 2.4. Migration Capacity of MG-63 Cells on Ti-TMS-PEI

To investigate the migration behavior of MG-63 cells on the TMS-PEI coating of Ti, live cell imaging of MG-63 cells on Ti-Ref and Ti-TMS-PEI surfaces was performed. The cells were cultured on the surfaces for 18 h, and the speed and distance of their movements were measured. The speed (0.003 µm/s for Ti-Ref, 0.0018 µm/s for TMS-PEI), the total distance traveled (65.6 µm for Ti-Ref, 22.1 µm for TMS-PEI), and the confinement ratio (0.45 for Ti-Ref, 0.21 for TMS-PEI) were significantly different. We observed a slower cell migration speed on TMS-PEI after the 18 h contact time (Figure 4).

In this context, the circularity of MG-63 cells was also determined after 18 h of cultivation on Ti-Ref and Ti-TMS-PEI (Figure 5). There were no differences in circularity between the two surface conditions (median: 0.48 ± 0.28 for Ti-Ref, 0.48 ± 0.39 for TMS-PEI) (Figure 5b). This result is in correlation with the spreading data after 24 h cultivation and underlines the findings that the positive influence of Ti-TMS-PEI coating on the spreading behavior of MG-63 cells is initially focused on the first cell–material contacts.

### 2.5. Bovine Serum Albumin (BSA) Adsorption and Desorption on Ti-TMS-PEI

The summary of the BSA concentrations on the desorption, adsorption, and washing protein solutions detected at UV 215 nm and the calculated amount of BSA adsorbed on the Ti-Ref and Ti-TMS-PEI surfaces are shown in Table 3. The Ti-TMS-PEI adsorbed a higher amount of BSA than Ti-Ref by a factor of 4.2.

Figure 6 shows the representative chromatograms of the washing and desorption solutions of Ti-TMS-PEI detected at UV 215 nm. The chromatogram of the adsorption solution is not shown here since it resembles the retention peaks of the washing solution but at much higher absorbance values, as evidenced by the BSA concentration values shown in Table 3. The observed peak retention times for the BSA oligomers, dimers, and monomers are 5.08 min, 5.53 min, and 6.48 min, respectively. The Ti-TMS-PEI induced aggregation of the BSA protein during the desorption process since the concentration of the BSA oligomers is greater than with the washing solution. The heating and the presence of 0.1% SDS in the solution allowed the denaturation of the protein desorbed from the surface. Protein aggregation occurred due to the high shear experienced by the substrate as it rubs against the bottom of the flask during agitation and also from the high concentration of adsorbed proteins due to the high density of amino groups in the Ti-TMS-PEI.

To verify that no protein aggregates and degradation products were released from a blank Ti-TMS-PEI, the blank sample that did not undergo the protein adsorption process was subjected to the same type of solution used in the desorption process. Figure 6 also shows that there were no proteins or degradation products released from the blank Ti-TMS-PEI, which supports the hypothesis that the observed protein aggregation was due to the interaction of the Ti-TMS-PEI with the BSA and the environment during the desorption process. The surface with high amino group density showed greater adsorption of the model protein used in this study, which correlates with the enhanced spreading of the MG-63s on the Ti-TMS-PEI.

### 2.6. Gene Expression of MG-63 Cells on Amine-Based Polymer Coating Ti-TMS-PEI

#### 2.6.1. Premature Activation of Erk1/2 Pathway after 4 h of MG-63 on Ti-TMS-PEI

To gain deeper insight into the different cellular processes after surface coating with Ti-TMS-PEI, we performed microarray analyses after 4 h of cultivation with MG-63s. 

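MG-63 is a human osteosarcoma cell line with features of osteoblasts. RNA of MG-63 cells grown on Ti-TMS-PEI or on uncoated Ti-Ref was hybridised to Clariom S arrays, 1 array per sample. The methods name independent experiments but also technical replicate groups, and each array was taken here as an independent replicate, which every SD, n and p assumes. The deposited data hold 8 arrays of 4 h, with 4 on each surface, and 7 arrays of 24 h, with 4 on Ti-TMS-PEI and 3 on Ti-Ref. The authors state that 1 further Ti-Ref array was excluded because of its labelling controls. They adjusted the background, applied the signal space transformation and quantile normalization of SST-RMA, and deposited log2 values for transcript clusters, each of which gathers the probes of one gene. The median log2 value lay between 5.79 and 5.86 in the arrays of 4 h and between 6.71 and 6.79 in those of 24 h. The times were thus normalized separately, and levels are compared here only between arrays of the same time. Arrays have no read depth, and their number limits the precision. Of the transcript clusters, 17709 carry 1 gene symbol and stand for 17687 genes, while 3739 are left unnamed here. Each time was fitted with limma, with the coating as the only term. A gene was counted as differentially expressed at the thresholds of the paper, which are a fold change over 1.5, a p under 0.05 and a Benjamini-Hochberg adjusted p under 0.05. Before the data were examined, 43 gene lists were fixed: 36 of pathways and gene groups, 4 of markers of other cell types and 3 from the tables and a figure of the paper. Each list was compared with all other genes by camera with a preset correlation of 0.01 between genes, and camera was then run with a correlation estimated from the arrays. With the preset correlation, 9 lists passed at 4 h and 16 at 24 h, counting the genes of Table 4 at both times and those of Figure 10 at 24 h. With an estimated correlation, 1 of these lists kept its call at 4 h and 0 at 24 h. Calls were lost with an estimate above the preset 0.01 (0.75 for G2 and M phase genes at 24 h) and below it (-0.007 for matrix proteases and inhibitors at 24 h). A lost call thus does not by itself show that the genes of a list move together. The test named fry, which does not compare a list with other genes, called 9 lists at 4 h and 22 at 24 h. The genes of Table 4 at 4 h and of Figure 10 and Table 7 at 24 h were chosen on the same arrays, so their calls are no evidence.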

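On the first principal component of the 8 arrays of 4 h, which held 21.0% of the variance of the gene-centred log2 values, the 4 Ti-TMS-PEI arrays lay between 1.99 and 22.4 and the 4 Ti-Ref arrays between -24.3 and 0.230. Single arrays stood apart on the next components: Ti-Ref C at -32.0 on the second (15.8% of the variance) and Ti-TMS-PEI A at 34.6 on the third (14.4%). Gene by gene the differences were small, with a median absolute log2 fold change of 0.13. Of all transcript clusters, 310 differed more than 1.5-fold at an unadjusted p under 0.05, and 115 of these were higher and 195 lower on Ti-TMS-PEI. The arrays of both surfaces did not overlap for 1238 transcript clusters (5.77%), where chance gives 2.86%. Over all transcript clusters, the ratio of the squared distances between and within the groups was 1.43 (one-sided exact permutation test over 70 regroupings, p = 0.0286, the smallest p that 4 arrays against 4 allow). The exact p was 0.0571 when Ti-Ref B, Ti-Ref C or any of Ti-TMS-PEI A, B, C and D was left out, and 0.0286 without Ti-Ref A or Ti-Ref D.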

Significant differences appeared in the global gene expression of MG-63s compared to the uncoated Ti-Ref control (Figure 7a). 

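After 4 h on Ti-TMS-PEI, the RNA of 3 inhibitors of ERK signaling was higher than on Ti-Ref. DUSP1, which encodes a phosphatase that inactivates MAP kinases, had a log2 value of 13.05 ± 0.06 (SD, n = 4) on Ti-TMS-PEI and 12.03 ± 0.12 (SD, n = 4) on Ti-Ref, a log2 fold change of 1.02 (standard error 0.10, adjusted p = 0.0240 from limma). SPRY4, a feedback inhibitor of receptor tyrosine kinase signaling, was upregulated 2.03-fold at the same adjusted p, and DUSP6, a phosphatase of ERK, 1.74-fold (adjusted p = 0.0438 from limma). PLAUR, the receptor of urokinase, rose 2.06-fold, with 12.15 ± 0.12 (SD, n = 4) on Ti-TMS-PEI and 11.11 ± 0.17 (SD, n = 4) on Ti-Ref (adjusted p = 0.0315 from limma). At an adjusted p of 0.0438 from limma, the nuclear receptor NR4A2 was 2.39-fold, the growth factor HBEGF 2.33-fold and the SWI/SNF subunit BCL7A 1.77-fold higher. The protocadherin PCDH18 was lower, with 9.96 ± 0.08 (SD, n = 4) on Ti-TMS-PEI and 11.12 ± 0.22 (SD, n = 4) on Ti-Ref, a log2 fold change of -1.16 (standard error 0.13, adjusted p = 0.0282 from limma). The potassium channel KCNJ2 also fell, with a log2 fold change of -1.08 (standard error 0.14, adjusted p = 0.0438 from limma). For each of these genes, the arrays of both surfaces did not overlap. The genes rest on single transcript clusters: TC0500012842.hg.1 for DUSP1, TC0500012312.hg.1 for SPRY4, TC1200011470.hg.1 for DUSP6, TC1900010856.hg.1 for PLAUR, TC0200014672.hg.1 for NR4A2, TC0500012238.hg.1 for HBEGF, TC1200009192.hg.1 for BCL7A, TC0400011916.hg.1 for PCDH18 and TC1700008769.hg.1 for KCNJ2. The adjusted p values depended on each array: limma called 3 transcript clusters without Ti-Ref C (DUSP1, SPRY4 and an unnamed one), 1 unnamed one without Ti-TMS-PEI A and 0 without any of the other 6 arrays, where 1720 to 2259 transcript clusters had an unadjusted p under 0.05.

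**Figure D1:**
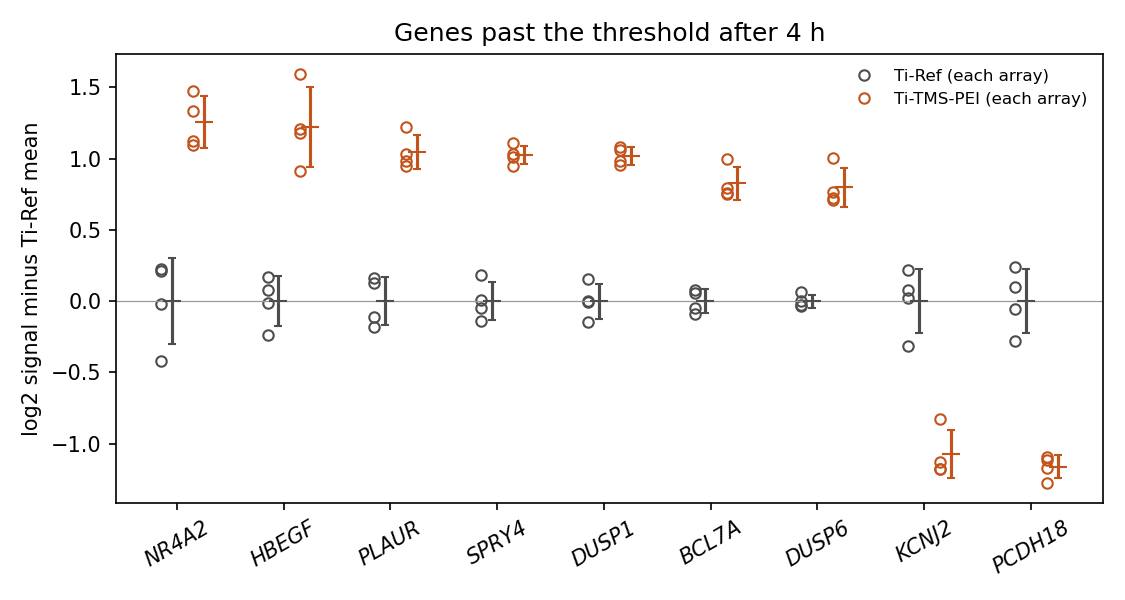
Log2 signal of the genes past the threshold after 4 h, minus the mean of the Ti-Ref arrays of the same gene, on the vertical axis. Each circle is 1 array (n = 4 per surface), and the bars give the mean and SD of each surface. The Ti-TMS-PEI arrays lie between 0.71 and 1.59 above the Ti-Ref mean for the higher genes and between -1.27 and -0.83 for the lower genes KCNJ2 and PCDH18.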

Using stringent filtering criteria (>1.5-fold difference with a *p*-value cutoff of 0.05 and a false discovery rate (FDR) cutoff of 0.05), nine differentially expressed genes were identified (Figure 7, Table 4).

We performed a gene ontology (GO) annotation of each gene (Table 5) and gene set enrichment (Table 6). Also, we analyzed protein–protein interactions using the STRING database. 

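Genes that ERK signaling switches on, many of which also act as its feedback inhibitors, were higher together on Ti-TMS-PEI after 4 h. Of 20 such genes, 19 had a higher mean on Ti-TMS-PEI, with a mean log2 fold change of 0.48, and their mean log2 value was 10.88 ± 0.04 (SD, n = 4) against 10.40 ± 0.06 (SD, n = 4) on Ti-Ref. SPRY4 and DUSP6 passed the threshold over all genes, and 8 members passed when adjusted over the list alone. LIF, a cytokine of this list, had a log2 fold change of 0.66 and did not pass (adjusted p = 0.143 from limma). Camera gave this list an adjusted p = 4.77e-19 and an adjusted p = 0.00444 with an estimated correlation. The list means of the arrays did not overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Immediate early genes, which respond within minutes to growth factors, had a mean log2 fold change of 0.26 over 26 of 28 listed genes (EGR2 and BTG2 were not analysed here). DUSP1 and NR4A2 passed, and 6 members when adjusted over the list alone (camera adjusted p = 5.61e-06, adjusted p = 0.231 with an estimated correlation). Of 10 MAP kinase phosphatases, DUSP1 and DUSP6 passed and 3 when adjusted over the list alone, with a mean log2 fold change of 0.30 (camera adjusted p = 0.000643, adjusted p = 0.138 with an estimated correlation). These lists share members, and genes of each were over-represented among the differentially expressed genes (one-sided Fisher's exact test, adjusted p = 0.000624, 0.000799 and 0.000222, in this order). This rests on 2 genes per list that the paper also lists as changed in these samples, so it is not independent evidence. Markers of blood cells, which are not part of the culture, moved in the same direction: their mean log2 fold change over 10 genes was 0.20, with 0 past the threshold in limma, 1 when adjusted over the list alone and 2 at an unadjusted p under 0.05 (camera adjusted p = 0.0338, adjusted p = 0.231 with an estimated correlation). Among them, the hemoglobin gene HBA1 had a log2 fold change of 0.72 (adjusted p = 0.185 from limma) and CD68, which encodes a lysosomal membrane protein, of 0.37 (adjusted p = 0.365 from limma). The array means of the blood cell markers overlapped (two-sided exact permutation test, p = 0.0571), while fry called the list (adjusted p = 0.0450). This shift passed in 3 of 8 fits that leave out 1 array (adjusted p from 0.0170 without Ti-Ref D to 0.117 without Ti-TMS-PEI A).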

Initially, very few interactions were detected (Figure 8a). Insertion of intermediate components revealed a network around the epidermal growth factor receptor (EGFR) (Figure 8b) containing all upregulated genes except *BCL7A*. A combination of all three analyses showed a starting down-regulation of the EGRF pathway, which includes cell proliferation.

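HBEGF encodes a ligand of the EGF receptor. After 4 h it was the only one of 10 measured members of the EGF receptor family and its ligands past the threshold, over all genes as well as when adjusted over the list alone (12 listed, ERBB2 and AREG not analysed here). EGFR itself had a log2 value of 10.16 ± 0.19 (SD, n = 4) on Ti-TMS-PEI and 10.21 ± 0.15 (SD, n = 4) on Ti-Ref, a log2 fold change of -0.05 (standard error 0.13, adjusted p = 0.938 from limma). The mean log2 fold change of the family was 0.14 and its median -0.02, and camera did not call the list (adjusted p = 0.378), while HBEGF alone gave a one-sided Fisher's exact test an adjusted p = 0.0364. At 24 h, EGFR had a log2 fold change of -0.53 (adjusted p = 0.0235 from limma), which is 1.44-fold and under the fold threshold, and 0 of the 10 members passed in limma, with 3 at an unadjusted p under 0.05. From the gene annotation, the gene set enrichment and the network that links the upregulated genes other than BCL7A to EGFR, the paper concludes that a down-regulation of the EGFR pathway had started.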

#### 2.6.2. Premature Activation of Proliferation Pathways after 24 h Cultivation of MG-63s on Ti-TMS-PEI

MG-63 cells cultivated on Ti-TMS-PEI for 24 h showed 1298 differentially expressed genes compared to Ti-Ref (Figure 9). This represents a strong increase compared to the nine differentially expressed genes after 4 h cultivation on Ti-TMS-PEI. 

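After 24 h, 1319 transcript clusters were differentially expressed between Ti-TMS-PEI (n = 4) and Ti-Ref (n = 3), and 1192 of them carry a gene symbol. The largest increases were in MMP1, a collagenase, and in AKAP12, a scaffold of protein kinases. MMP1 had a log2 value of 14.49 ± 0.14 (SD, n = 4) on Ti-TMS-PEI and 9.77 ± 0.38 (SD, n = 3) on Ti-Ref, a log2 fold change of 4.72 (standard error 0.17, adjusted p = 6.18e-06 from limma). AKAP12 rose by a log2 fold change of 4.32 (adjusted p = 0.000795). PTGS2, the inducible enzyme of prostaglandin synthesis, rose by 3.51 (standard error 0.12, adjusted p = 6.18e-06), and CHI3L1, a secreted glycoprotein, by 3.27 (adjusted p = 0.000266). The next largest were KLHL41 (3.16, adjusted p = 0.0115, not past the threshold without Ti-Ref B), RASL12 (3.05), the carbonic anhydrase CA12 (2.85), the chemokine CCL26 (2.69), the transcription factor EGR1 (2.64) and the small GTPase GEM (2.60). Lower on Ti-TMS-PEI were PSG1, a pregnancy-specific glycoprotein, with 5.49 ± 0.45 (SD, n = 4) against 8.52 ± 0.23 (SD, n = 3) and a log2 fold change of -3.03 (adjusted p = 0.000441 from limma), and its paralog PSG5 (-2.30). The sequences of these paralogs are so alike that their probes cannot be assumed to tell them apart. The claudins CLDN1 (-2.34) and CLDN11 (-1.89), the matrix protein EFEMP1 (-2.25), GUCY1A2 (-2.20), endothelin-1 (EDN1, adjusted p = 0.00186), the pentraxin PTX3 (-1.94), AOX1 (-1.90) and KRTAP2-3 (-1.86) followed. The surfaces separated over all transcript clusters with a ratio of squared distances of 4.31 (one-sided exact permutation test over 35 regroupings, p = 0.0286, the smallest p that 4 arrays against 3 allow), and the first principal component held 48.7% of the variance. Without Ti-Ref A, 851 transcript clusters passed, of which 783 were among the 1319.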

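The effect of the coating itself differed between the times for 1026 transcript clusters, by a test of the difference between the log2 fold changes of 24 h and 4 h (limma interaction over all 15 arrays, adjusted p under 0.05 and a difference over 1.5-fold). Of these, 557 had the larger log2 fold change at 24 h and 469 the smaller, and 753 were among the genes called at 24 h. Of the genes past the threshold at 4 h, DUSP1, PLAUR, NR4A2 and KCNJ2 also passed at 24 h, each in the same direction, with log2 fold changes of 0.65, 0.90, 1.78 and -1.17. PLAUR did not pass at 24 h when Ti-Ref B, Ti-Ref C or any of Ti-TMS-PEI A, B and C was left out. SPRY4 (0.57, 1.48-fold) and DUSP6 (0.19) did not pass at 24 h, but their change from 4 h was not past the threshold of the interaction either (adjusted p = 0.131 and 0.0974). PCDH18, lower at 4 h, had a log2 fold change of 0.25 at 24 h that did not pass (adjusted p = 0.199), and this difference of 1.41 passed (adjusted p = 0.000274 from the interaction). BCL7A had a log2 fold change of -0.01 at 24 h, and its difference of -0.84 passed (adjusted p = 0.0226). Across all transcript clusters, the log2 fold changes of the times were hardly related (Pearson's r = 0.0782 and Spearman's rho = 0.0606, across genes, which are not independent replicates), and 57.6% of the genes called at 24 h had the same sign at 4 h, against 52.1% of all transcript clusters. Without Ti-Ref B of 24 h, 681 transcript clusters passed the interaction.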

The number of overexpressed (732) and downregulated genes (566) is comparable. 

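Of the 1319 transcript clusters called at 24 h, 742 (56.3%) were higher and 577 lower on Ti-TMS-PEI. This balance depended on the arrays, with 546 higher and 305 lower (64.2% higher) without Ti-Ref A and 549 higher and 367 lower without Ti-TMS-PEI B. It also depended on their scaling: with each array centred on its median, 596 of 1371 (43.5%) were higher and 775 lower, although the medians of the groups differed by only 0.06 on the log2 scale. Among the changes over 2-fold, 259 were increases and 138 decreases, and 33 changes exceeded 4-fold. Immediate early genes were found in both directions, with 7 of 26 measured members higher and 3 lower (8 higher and 3 lower when adjusted over the list alone). The transcription factors NR4A1 (log2 fold change 1.87, adjusted p = 0.000906 from limma) and JUNB (1.22, adjusted p = 0.00147) and the mRNA-destabilizing factor ZFP36 (1.30, adjusted p = 0.00271) rose, while CCN1, a matricellular protein, fell by 1.21 on the log2 scale (adjusted p = 0.00313). As a group, the immediate early genes were not called against other genes (mean log2 fold change 0.33, camera adjusted p = 0.0688), but fry called them (adjusted p = 0.00582), their array means did not overlap (two-sided exact permutation test, p = 0.0286), and they were over-represented among the called genes (one-sided Fisher's exact test, adjusted p = 2.61e-05). At 24 h, however, the array means of most lists did not overlap, and the exact p values were not adjusted over the lists. The ERK feedback and target genes were 0.22 higher on average, with LIF (1.03), PHLDA1 (0.65) and DUSP5 (0.79) higher, the receptor EPHA2 (-0.83) lower and the same counts when adjusted over the list alone (camera adjusted p = 0.0242, adjusted p = 0.256 with an estimated correlation). This shift was lost without Ti-Ref B (adjusted p = 0.0620).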

To evaluate which pathways are enriched in our subset of 1298 genes compared to all annotated genes on the chip, we did a WikiPathways analysis. This revealed, besides other findings, that the cell cycle signaling pathway was significantly enriched (Figure 10). 

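Genes of DNA replication and of mitosis were lower on Ti-TMS-PEI after 24 h. Of 52 measured genes of the G2 and M phases (54 listed), 42 were lower and 0 higher, and their mean log2 fold change was -0.88. CENPE, a kinesin of the kinetochore, had a log2 value of 10.56 ± 0.27 (SD, n = 4) on Ti-TMS-PEI and 11.76 ± 0.09 (SD, n = 3) on Ti-Ref, a log2 fold change of -1.20 (standard error 0.15, adjusted p = 0.00282 from limma). The mitotic kinases NEK2 (-1.17, adjusted p = 0.00225) and AURKB (-1.13, adjusted p = 0.00362) and the kinetochore protein CENPF (-0.99, adjusted p = 0.00270) fell as well. Of 41 measured S phase genes (43 listed), 19 were lower and 0 higher, 21 were lower when adjusted over the list alone, and the mean log2 fold change was -0.61. HELLS, a chromatin remodeler (-0.95, adjusted p = 0.00543), UHRF1, which maintains DNA methylation (-0.89, adjusted p = 0.00783), CENPU (-0.74, adjusted p = 0.00743) and RRM1, a subunit of ribonucleotide reductase (-0.67, adjusted p = 0.00627), were among them. When adjusted over the G2 and M list alone, the count was also 42. The counts exceeded those of other genes (one-sided Fisher's exact test, adjusted p = 1.13e-38 for the G2 and M phases and 3.05e-11 for the S phase). Fisher's exact test counts each gene as an independent draw, while the estimated correlation between the genes was 0.75 and 0.65. Its p values are thus too small here. Both lists shifted against all other genes (camera adjusted p = 9.74e-31 and 4.88e-19), but neither kept the call with an estimated correlation (adjusted p = 0.256 with an estimated correlation for each). At 4 h, 0 members of either list passed (limma, with 2 and 3 at an unadjusted p under 0.05), and the difference between the times passed for both (camera on the interaction with the preset correlation, adjusted p = 1.28e-34 and 6.75e-15). The interaction of these lists was not tested with an estimated correlation.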

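The lower level of cell cycle genes was seen in each Ti-TMS-PEI array of 24 h. The G2 and M phase genes had a mean log2 value of 11.50 ± 0.28 (SD, n = 4) on Ti-TMS-PEI and 12.38 ± 0.07 (SD, n = 3) on Ti-Ref, and the S phase genes 10.81 ± 0.23 (SD, n = 4) and 11.42 ± 0.05 (SD, n = 3). Every Ti-TMS-PEI array lay below every Ti-Ref array in both lists (two-sided exact permutation test, p = 0.0286 for each, the smallest p that 4 arrays against 3 allow). CDKN1A, which encodes the cell cycle inhibitor p21, had a log2 value of 13.08 ± 0.23 (SD, n = 4) on Ti-TMS-PEI and 10.57 ± 0.23 (SD, n = 3) on Ti-Ref, a log2 fold change of 2.51 (standard error 0.16, adjusted p = 0.000244 from limma). TGFB1 (0.80, adjusted p = 0.00637) and TGFB3 (1.07, adjusted p = 0.0197), growth factors that can halt the cycle, were higher. GADD45A (-0.73, adjusted p = 0.0360) and GADD45B (-0.71, adjusted p = 0.00633), which also act in growth arrest, were lower. The cyclins CCNA2 (-1.11), CCNB1 (-1.08) and CCNB2 (-1.06), the kinase CDK1 (-0.72), the activators of chromosome separation CDC20 (-1.10) and ESPL1 (-0.72) and the licensing factors MCM5 (-0.74), MCM7 (-0.74) and MCM2 (-0.62) fell. TTK (-1.08), BUB1 (-0.94), CDC25C (-0.95), CDC45 (-0.93), SKP2 (-0.83), PTTG1 (-0.83) and ORC6 (-0.70) fell too. All 21 genes that Figure 10 shows as changed passed here, 3 higher and 18 lower, over all genes and when adjusted over the list alone, but this list was chosen on these samples and is not independent evidence of the direction (camera adjusted p = 5.93e-08, adjusted p = 0.256 with an estimated correlation). Of the 21, CDKN1A, CCNA2, CCNB1, CCNB2, CDC20, TTK, SKP2, TGFB1 and GADD45B (9 genes) passed in every fit that left out 1 array.

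**Figure D2:**
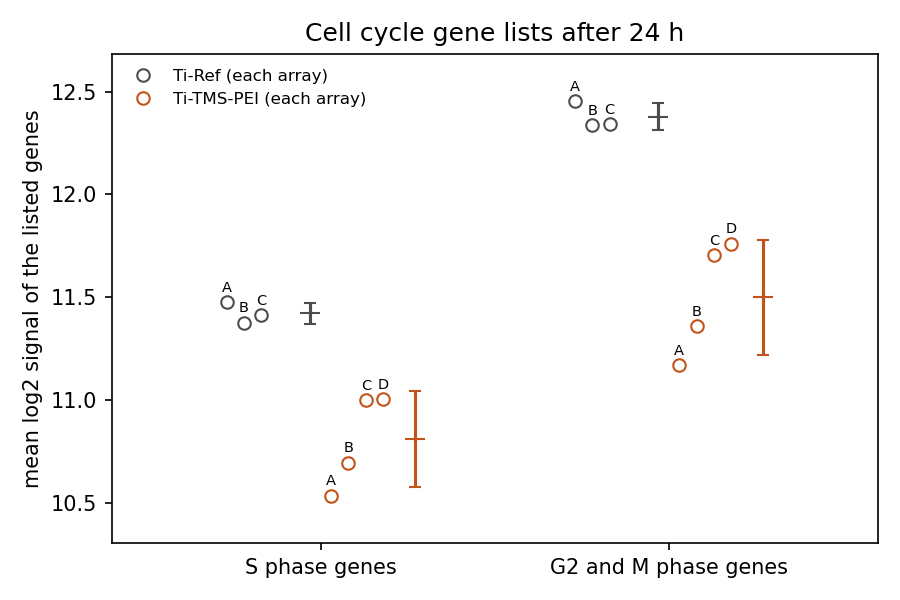
Mean log2 signal of the S phase genes and of the G2 and M phase genes in each array of 24 h on the vertical axis. Circles are arrays with their replicate letter (n = 3 on Ti-Ref, n = 4 on Ti-TMS-PEI), and the bars give the mean and SD. For the G2 and M phase genes, the Ti-TMS-PEI arrays lie between 11.17 and 11.76 and the Ti-Ref arrays between 12.34 and 12.45.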

Genes inducing mitosis and, therefore, the proliferation of MG-63s were downregulated, accompanied by those genes inducing cell cycle arrest, which were upregulated (Figure 10).

The pathway “osteoblast differentiation and related diseases” (Table 7) is also enriched. This means a larger amount of differentially enriched genes on Ti-TMS-PEI belong to this pathway (eight genes upregulated and five genes downregulated) than expected compared to Ti-Ref. Differentially expressed genes within this pathway demonstrate an upregulated differentiation capacity of MG-63s after 24 h on Ti-TMS-PEI.

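Among the genes that Table 7 lists for this pathway, members of the WNT and FGF families stood on both sides. WNT9A had a log2 value of 9.00 ± 0.40 (SD, n = 4) on Ti-TMS-PEI and 7.20 ± 0.41 (SD, n = 3) on Ti-Ref, a log2 fold change of 1.80 (standard error 0.24, adjusted p = 0.00390 from limma). WNT5A, a ligand of noncanonical WNT signaling, rose by 0.71 (adjusted p = 0.00666) and PRKCH, a protein kinase C, by 1.29 (adjusted p = 0.00437), while FGF2, a growth factor of osteoblast precursors, fell by 0.99 on the log2 scale (adjusted p = 0.00340). All 11 genes passed at 24 h, 7 higher and 4 lower, with the same counts when adjusted over the list alone, and their changes ranged from 1.55-fold to 3.48-fold. The list was chosen on these samples and is not independent evidence of a direction, and as a group it was not called by camera (adjusted p = 0.115), although fry called it (adjusted p = 0.0155). In every fit that left out 1 array, 6 of the 11 passed. At 4 h, 0 of the 11 passed (limma, 1 at an unadjusted p under 0.05), and 7 differed between the times by the interaction. From the differentially expressed genes within this enriched pathway, the paper concludes that the cells had a higher capacity to differentiate after 24 h on Ti-TMS-PEI.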

## 3. Discussion

The initial step of osseointegration is the adhesion of osteoblasts [8]. To improve osseointegration of implants, it is necessary to promote initial cell adherence and thus accelerate the differentiation processes in bone tissue. During our screening of different amine-based nanocoatings, we identified Ti-TMS-PEI as a coating with moderately positive zeta potential, which is optimal for cell growth [14]. Only one other amine-based nanocoating showed a positive zeta potential, Ti-APTES-100, which can be classified as highly positive. However, Gruening et al. showed that surface charges above ζ +50 mV impaired the cell viability and proliferation after 24 h, although the initial cell spreading after short-time contact with those surfaces was increased [14]. Ti-TMS-PEI indicated a water contact angle in the optimal range [48] for cell adherence and growth regarding MG-63s. However, the Ti-GOPTS-bPEI and Ti-GOPTS-lPEI coatings also showed a WCA in this window around θ 50°. However, no positive zeta potential could be detected. In earlier studies, the cell behavior of MG-63s was shown to correlate with the material’s zeta potential but not with the water contact angle [14]. Cells preferred moderately positively charged surfaces. Here, the cell biological study including microarray analysis showed that Ti-TMS-PEI improved cell growth compared to Ti-Ref, e.g., after 4 h, the gene *HBEGF* was upregulated, which is involved in the positive regulation of cell migration, growth, and spreading. 

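HBEGF, which encodes a ligand of the EGF receptor that is released from the cell membrane, had a log2 value of 11.20 ± 0.28 (SD, n = 4) after 4 h on Ti-TMS-PEI and 9.98 ± 0.18 (SD, n = 4) on Ti-Ref. This is a log2 fold change of 1.22 with a standard error of 0.16 from limma, and it did not pass the adjusted threshold when any 1 of the 8 arrays was left out. After 24 h, HBEGF had a log2 value of 10.38 ± 0.25 (SD, n = 4) on Ti-TMS-PEI and 10.09 ± 0.15 (SD, n = 3) on Ti-Ref (log2 fold change 0.30, adjusted p = 0.269 from limma). The log2 fold change at 24 h was below that at 4 h, with a difference of -0.93 (adjusted p = 0.0255 from the interaction).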

Interestingly, XPS data showed the highest amino group density of Ti-TMS-PEI (N/C value of 32%) compared to all other coatings, correlating with the positive effect on cell spreading.

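Few genes of cell adhesion passed the threshold after 4 h on Ti-TMS-PEI. PCDH18 was the only one of 10 cadherins and protocadherins (12 listed) and PLAUR the only one of 17 matrix proteases, their receptors and inhibitors (19 listed) to do so. The matrix protease list was nevertheless higher as a group, with a mean log2 fold change of 0.23 and 2 members higher and 1 lower when adjusted over the list alone (camera adjusted p = 9.91e-05, adjusted p = 0.231 with an estimated correlation), and its array means did not overlap (two-sided exact permutation test, p = 0.0286). Camera did not call the cadherin list (adjusted p = 0.561), while PCDH18 alone gave a one-sided Fisher's exact test an adjusted p = 0.0364, and 1 member passed when adjusted over the list alone. Of 15 integrin subunits (16 listed, ITGA1 not analysed here), 0 passed in limma, 4 had an unadjusted p under 0.05, 1 was higher when adjusted over the list alone, and the list did not shift (mean log2 fold change 0.10, camera adjusted p = 0.378). ITGA2, a subunit of a collagen receptor, had a log2 fold change of 0.78 (adjusted p = 0.215 from limma) and ITGA4 of -0.42 (adjusted p = 0.244). Of 17 focal adhesion proteins (20 listed), 0 passed in limma, 2 had an unadjusted p under 0.05, 1 was lower when adjusted over the list alone, and the list did not shift (mean log2 fold change 0.06, camera adjusted p = 0.117). BCAR1, an adaptor of focal adhesions, had a log2 fold change of 0.50 (adjusted p = 0.298) and NEDD9, of the same family, of -0.70 (adjusted p = 0.173).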

Interestingly, MG-63s growing on amino-group-containing Ti-TMS-PEI showed differential expression of genes involved in cell growth and adherence already after 4 h cultivation. This indicates that the initial changes in cell adherence due to surface coating also occur at the level of gene expression. It remains open whether the altered gene expression causes the improved adherence or whether altered surface properties and, thus, enhanced cell–surface contacts cause signal transduction via the actin cytoskeleton into the nucleus [49]. There was likely an enhancement of proliferation and differentiation in MG-63 cells by mechanotransduction [50]. For example, MG-63s on Ti-TMS-PEI showed heparin-binding EGF-like growth factor (*HB-EGF*) overexpression, which promotes cell adherence, spreading, and cell migration [51].

Furthermore, the altered gene expression indicates a premature onset of proliferation of MG-63 cells on Ti-TMS-PEI. 

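Cyclins and kinases that drive cells into the cycle did not pass the threshold at either time. Of 14 listed genes of G1 control, 0 passed at 4 h and 0 at 24 h in limma, with 3 and 6 at an unadjusted p under 0.05. The list holds cyclins, kinases, E2F factors and the phosphatase CDC25A, but also RB1 and RBL1, which restrain entry into the cycle. Its counts and its mean thus mix both kinds. When adjusted over the list alone, 1 was higher at 4 h and 2 were lower at 24 h, and camera did not call the list at either time (adjusted p = 0.420 and 0.0688). Its mean log2 fold change was -0.20 at 24 h, where its array means did not overlap (two-sided exact permutation test, p = 0.0571). E2F3 had a log2 fold change of 0.59 at 4 h (adjusted p = 0.201 from limma). CCND1, the D-type cyclin that growth factors induce, had 15.14 ± 0.05 (SD, n = 4) on Ti-TMS-PEI and 14.67 ± 0.03 (SD, n = 3) on Ti-Ref at 24 h, which is 1.39-fold (adjusted p = 0.0130 from limma) and under the fold threshold. CCNE2, a cyclin of the entry into S phase, had a log2 fold change of -0.44 (adjusted p = 0.0477), also under the fold threshold. Of 6 CDK inhibitors (7 listed), CDKN1A alone passed at 24 h, over all genes and when adjusted over the list alone, and at 4 h it had a log2 fold change of 0.87 (adjusted p = 0.0748 from limma). CDKN1B had -0.41 at 4 h (adjusted p = 0.462). Camera did not call the CDK inhibitor list at 4 h (adjusted p = 0.561) or at 24 h (adjusted p = 0.895), where its mean was 0.26 and its median -0.15. Of 17 measured p53 targets (20 listed), CDKN1A and TP53INP1 (1.71, adjusted p = 0.00350) were higher and GADD45A lower at 24 h (2 higher and 2 lower when adjusted over the list alone), and camera did not call the list (adjusted p = 0.362), although fry did (adjusted p = 0.00582). The array means of the CDK inhibitors and of the p53 targets did not overlap at 24 h and were higher on Ti-TMS-PEI (two-sided exact permutation test, p = 0.0286 for each). For the CDK inhibitors, the higher mean rests on CDKN1A, with 1 member higher and 3 lower at an unadjusted p under 0.05. Of the p53 targets, 5 were higher and 4 lower at that p, with a median log2 fold change of 0.12.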

The cells have already completed the proliferation phase to initiate the differentiation phase. This could be due to a temporal advantage of the cells on the Ti-TMS-PEI surface, which is based on a faster adherence of the cells. In this process, the cells fall onto the surface by gravity and adhere at different rates within the first 15 min, depending on the surface characteristics. Cells that have just attached after 30 min thus show a rounded shape and low cell spreading. Amine-based coatings with positive charges, i.a., with plasma polymerized allylamine, can accelerate cell adherence and spreading [52], as also demonstrated with our amine-rich Ti-TMS-PEI coating here. However, the dependence of cell response to the amino group density was not evaluated in these earlier coating experiments. Also, in old age, the proliferation of osteoblasts is slowed down [53]. The effect of Ti-TMS-PEI shown here could thus compensate to some extent for the age-related slowing of osteoblast proliferation and thus promote osseointegration.

Gene expression data after 24 h cultivation of MG-63 cells showed overexpression of genes involved in differentiation. This indicates a temporally advanced differentiation of MG-63 cells on Ti-TMS-PEI relative to the uncoated Ti-Ref. Several of these genes mark the beginning of the differentiation phase. These include *HEY1* [40], which were also overexpressed in our study, and the Wnt/β-catenin signaling [36]. 

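Several genes of the osteoblast lineage changed after 24 h on Ti-TMS-PEI. Of 28 measured osteoblast markers (30 listed), 5 were higher and 1 was lower, or 6 and 1 when adjusted over the list alone. ANKH, a transporter that limits mineralization, had a log2 value of 13.93 ± 0.13 (SD, n = 4) on Ti-TMS-PEI and 12.95 ± 0.11 (SD, n = 3) on Ti-Ref (log2 fold change 0.98, standard error 0.11, adjusted p = 0.00192 from limma). TNFRSF11B, which encodes osteoprotegerin, a decoy receptor that restrains osteoclasts, rose by 0.83 (adjusted p = 0.00206), and CDH11, the osteoblast cadherin, by 1.11 (adjusted p = 0.0167). VDR, the vitamin D receptor, fell by 0.69 on the log2 scale (adjusted p = 0.0128). The osteoblast markers did not shift as a group (mean log2 fold change 0.14, camera adjusted p = 0.215), although they were over-represented among the called genes (one-sided Fisher's exact test, adjusted p = 0.0244). Of 30 measured genes of the extracellular matrix (32 listed), 5 were higher and 2 lower, with the same counts when adjusted over the list alone. Camera did not call the matrix list (adjusted p = 0.0695), while its members were over-represented among the called genes (one-sided Fisher's exact test, adjusted p = 0.0106) and its array means did not overlap (two-sided exact permutation test, p = 0.0857). Tenascin C (TNC, 1.53, adjusted p = 0.00205) and decorin (DCN, 0.90, adjusted p = 0.0162) rose, while thrombospondin-1 (THBS1, -1.64, adjusted p = 0.000751) and LOX, an enzyme that crosslinks collagen (-1.08, adjusted p = 0.00185), fell. CDH2, another cadherin, fell by 1.49 on the log2 scale (adjusted p = 0.0261), and of 10 cadherins and protocadherins 1 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.895). The calls of CDH11, CDH2, DCN and VDR were each lost in at least 1 fit without Ti-Ref A or Ti-Ref B.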

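HEY1, a target of NOTCH signaling, had a log2 value of 7.04 ± 0.26 (SD, n = 4) after 24 h on Ti-TMS-PEI and 6.05 ± 0.50 (SD, n = 3) on Ti-Ref, a log2 fold change of 0.98 (standard error 0.23, adjusted p = 0.0306 from limma). It was the only one of 16 genes of the NOTCH pathway past the threshold, over all genes and when adjusted over the list alone, and the list did not shift (camera adjusted p = 0.879). The call of HEY1 was lost without Ti-Ref A, Ti-Ref B, Ti-TMS-PEI A, Ti-TMS-PEI B or Ti-TMS-PEI D. Of 18 measured WNT ligands (19 listed), 3 were higher and 2 lower, with the same counts when adjusted over the list alone. WNT7B (log2 fold change 1.35, adjusted p = 0.0119) was higher, and WNT5B (-0.71, adjusted p = 0.0133) and WNT2B (-0.84, adjusted p = 0.0332) were lower. Camera did not call the ligands as a group (mean log2 fold change 0.15, adjusted p = 0.572), while they were over-represented among the called genes (one-sided Fisher's exact test, adjusted p = 0.0162). Their array means did not overlap (two-sided exact permutation test, p = 0.0571), but only narrowly. The lowest was 5.792 on Ti-TMS-PEI and the highest 5.787 on Ti-Ref. Of 19 measured targets and inhibitors of canonical WNT signaling (20 listed), TNFRSF19 was higher (1.93, adjusted p = 0.00658), and AXIN2, a target gene that feeds back on β-catenin (-0.74, adjusted p = 0.0346), and DKK1, a secreted inhibitor (-0.63, adjusted p = 0.0193), were lower. The counts were the same when adjusted over the list alone, and the list did not shift (camera adjusted p = 0.879). The falls in WNT5B, AXIN2 and DKK1 did not pass without Ti-Ref A or without Ti-Ref B, and that in WNT2B passed in only 2 of the 7 fits that leave out 1 array.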

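Genes of TGF-beta and BMP signaling changed after 24 h on Ti-TMS-PEI. Of 22 measured members (24 listed), 8 were higher and 1 was lower, over all genes and when adjusted over the list alone. BMP7, a bone morphogenetic protein, had a log2 value of 9.29 ± 0.35 (SD, n = 4) on Ti-TMS-PEI and 7.39 ± 0.24 (SD, n = 3) on Ti-Ref, a log2 fold change of 1.90 (standard error 0.20, adjusted p = 0.00147 from limma). The BMP target genes ID2 (1.40, adjusted p = 0.00340) and ID3 (1.27, adjusted p = 0.00103) rose, and the lower gene was FST, which encodes the activin inhibitor follistatin (-0.77, adjusted p = 0.00730, named after its value was seen). The list was higher as a group, with a mean log2 fold change of 0.36 (camera adjusted p = 0.00767, adjusted p = 0.256 with an estimated correlation, fry adjusted p = 0.00845). Its members were over-represented among the called genes (one-sided Fisher's exact test, adjusted p = 3.81e-05), and its array means did not overlap (two-sided exact permutation test, p = 0.0286). At 4 h its mean log2 fold change was -0.07, with 0 members past the threshold in limma and 4 at an unadjusted p under 0.05 (camera adjusted p = 0.246), and its array means did not overlap then either (exact p = 0.0286). Of 22 measured genes of cytokine and JAK-STAT signaling (25 listed), IL6R (1.66, adjusted p = 0.000491) and LIF (adjusted p = 0.00192) were higher and 0 lower, with the same counts when adjusted over the list alone and no shift of the list (camera adjusted p = 0.747). Of 16 measured genes of TNF and RANKL signaling (19 listed), TNFRSF11B was higher, and the chemokine CCL2 (-1.49, adjusted p = 0.00474) and the TNF-induced genes TNFAIP2 (-0.63, adjusted p = 0.0269) and TNFAIP3 (-0.63, adjusted p = 0.0468) were lower, with the same counts when adjusted over the list alone and no call of the list by camera at 24 h (adjusted p = 0.412), although its members were over-represented (one-sided Fisher's exact test, adjusted p = 0.0464). TNFAIP2 and TNFAIP3 did not pass when any 1 of the 3 Ti-Ref arrays was left out.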

Differentiation markers like TGFβ/BMP, cytokine/JAK-STAT, and TNFα/RANKL signaling could not be identified, which makes sense since their activity increases at later stages of differentiation [54].

Furthermore, a suppressor of osteoblast differentiation is downregulated, namely fibroblast growth factor 5 (*FGF5*), supporting our findings of early initiation of differentiation. It is already known that cytoskeletal changes affect osteogenic differentiation, as occurs with improved spreading [49]. This we could also observe at the transcriptional level as an effect of TMS-PEI. 

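FGF5 had a log2 value of 13.79 ± 0.22 (SD, n = 4) after 24 h on Ti-TMS-PEI and 14.43 ± 0.13 (SD, n = 3) on Ti-Ref, a log2 fold change of -0.63 (standard error 0.14, adjusted p = 0.0231 from limma). At 4 h its log2 fold change was 0.11 (adjusted p = 0.761), and the difference between the times passed (adjusted p = 0.0150 from the interaction). FGF7 (0.83, adjusted p = 0.0222) and FGF18 (0.92, adjusted p = 0.00988), growth factors of mesenchymal and skeletal tissue, were higher. Of 18 FGF ligands, 2 were higher and 2 lower, also when adjusted over the list alone, and the list did not shift (mean log2 fold change -0.01, camera adjusted p = 0.887). The call of FGF5 was lost without Ti-Ref A, Ti-Ref B, Ti-TMS-PEI A or Ti-TMS-PEI B, and that of FGF7 without Ti-Ref A, Ti-Ref B or Ti-TMS-PEI B.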

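After 24 h, integrins differed between the surfaces, while genes of the actin cytoskeleton did not pass. Of 15 measured integrin subunits, 5 were higher on Ti-TMS-PEI and 1 was lower, with the same counts when adjusted over the list alone. ITGA2, the collagen-binding alpha 2 subunit, had a log2 value of 12.43 ± 0.24 (SD, n = 4) on Ti-TMS-PEI and 9.99 ± 0.09 (SD, n = 3) on Ti-Ref, a log2 fold change of 2.44 (standard error 0.14, adjusted p = 0.000135 from limma). The collagen-binding subunits ITGA10 (1.62, adjusted p = 0.00189) and ITGA11 (1.04, adjusted p = 0.00437) and ITGB8 (0.86, adjusted p = 0.00418) rose as well, and the lower member was ITGB3 (-0.89, adjusted p = 0.0127, named after its value was seen). As a group the integrin subunits were higher (mean log2 fold change 0.60, camera adjusted p = 0.000191, adjusted p = 0.256 with an estimated correlation), and their array means did not overlap (two-sided exact permutation test, p = 0.0286). Of 18 measured genes of the actin cytoskeleton and targets of SRF (20 listed), 0 passed in limma at 4 h and 0 at 24 h, over all genes and when adjusted over the list alone, with 2 and 3 at an unadjusted p under 0.05 (camera adjusted p = 0.246 and 0.576). FHL2, an actin-linked cofactor, had a log2 fold change of -0.43 at 24 h (adjusted p = 0.0407, under the fold threshold) and CNN2, a calponin, of -0.34 (adjusted p = 0.0692). Of 17 measured focal adhesion proteins, NEDD9 was lower at 24 h (-0.69, adjusted p = 0.0195), also when adjusted over the list alone, and the list did not shift (camera adjusted p = 0.263). NEDD9 was dim, with 3.42 ± 0.17 (SD, n = 4) on Ti-TMS-PEI, and its call was lost without Ti-Ref A, Ti-Ref B or Ti-TMS-PEI A.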

The fact that differentiation on amine-based coatings is enhanced has already been shown [55], but only a few microarray data are currently available, especially regarding the amine-rich TMS-PEI coating.

Not only the cell spreading and gene expression were positively influenced by Ti-TMS-PEI, but also the protein adsorption. The Ti-TMS-PEI adsorbed a higher amount of BSA compared to uncoated Ti-Ref. Also, in comparison with other non-aminated materials, the amine-based surface had a higher adsorption performance; for example, it is at least 8 × higher than polydimethylsiloxane (PDMS) and 24 × higher than glass, where the amounts of BSA adsorbed on PDMS and glass, after 1 h of adsorption time, are 0.9 µg/cm^2^ and 0.3 µg/cm^2^, respectively [56]. The reason for higher BSA adsorption is the hydrophilic nature and the moderate positive surface charge of the amino groups. This result agrees with the work of Phan et al. on the investigation of BSA attachment onto self-assembled monolayers with different terminal functional groups such as –NH_2_, –COOH, –CH_3_, and –OH [21]. Protein aggregation occurred due to the high shear experienced by the substrate and the high concentration of adsorbed proteins due to the high density of amino groups in the Ti-TMS-PEI. Our results are also consistent with the study of Schvartz et al. [22] on the effect of agitation on protein aggregation and the work of Borzova et al. [23] on the thermal denaturation and aggregation of BSA.

Cell migration was also influenced by the amino-rich surface, as seen from the live-cell imaging results where we observed slower migration of MG-63 osteoblast cells on the amino-rich surface at the 18 h time point, which is consistent with the study of Faucheux et al. [28] on the dependence of fibroblast adhesion on the substrate’s chemistry. This suggests that amino-rich surfaces possess high cell adhesion capacity. The slow cell migration is also the effect of the moderately positive surface charges from the amine groups on the surfaces, and this is supported by the works of Gruening et al. [57], who showed that moderately positive surface charges exhibit a higher number of long actin filaments that promote cell–material adhesion. The changes in the cells’ circularity over time also correlate with the cell spreading and gene expression results.

It may be that for observations of the movement of whole cells or their intracellular components, the time point is decisive. We previously examined the mobility of the adaptor protein vinculin on a homogeneous plasma polymer nanolayer with amino groups and found that highly mobile vinculin contacts in the time frame 50–180 min after MG-63 cell settlement on this coating [58]. Positively charged surfaces as we have also introduced here with Ti-TMS-PEI seem to push the cells’ start, i.e., the initial phase of cell–material interaction which is also seen in our spreading data.

PEI itself has already been extensively researched, both as one of the first polymeric transfection reagents [59] and as a surface coating for implants [60]. In this context, PEI is a promising coating for improving surface properties and cell proliferation but shows a need for optimization in terms of reduced cytotoxicity and improved hemocompatibility. Therefore, it is reasonable to test to what extent the PEI modification in the form of TMS-PEI used in this work improves these properties. Our work has shown that the amine-rich TMS-PEI exhibits good biocompatibility over 24 h and significantly enhances the surface properties of titanium with respect to cell adherence and cell differentiation. For this purpose, long-term stability and cell compatibility tests should be carried out to test the extent to which the promising TMS-PEI coating can improve the osseointegration of titanium implants.

## 4. Conclusions

Amine-based nanocoatings with different amino group densities on Ti surfaces were generated. Physico-chemical characterization indicated for the majority of nanocoatings a hydrophilic state but only two with an additional positive surface charge. The moderately positively charged trimethoxysilylpropyl modified poly(ethyleneimine) (Ti-TMS-PEI) coating possessed the highest amino group density with an N/C of 32%. The cellular spreading on amine-based coatings correlated well with the amino group density. In addition, Ti-TMS-PEI improved cell spreading and surface anchorage. Differentially expressed genes within the pathway “osteoblast differentiation and related diseases” demonstrated an upregulated differentiation capacity of MG-63s after 24 h on Ti-TMS-PEI vs. uncoated Ti. The content of amino groups on biomaterial surfaces seems to be essential in improving cell contact at the interface and cell response.

## 5. Materials and Methods

### 5.1. Titanium Arrays

Planar silicon (Si) arrays sputtered with 100 nm titanium (Ti, purity > 99.999%) were obtained from the Center for Microtechnologies (ZfM, University of Technology Chemnitz, Chemnitz, Germany). The Si-Ti samples (Ti-Ref) were 675 ± 25 µm thick with a surface area of 10 × 10 mm or 10 × 20 mm. For the microgrooved samples (Ti-G20; groove and plateau width of 20 μm and step height of 2 μm), the Si wafers were microstructured using deep reactive-ion etching (DRIE; ZfM, Germany) [61] and finally sputter-coated with 100 nm Ti.

### 5.2. Coating with Collagen Type I (Col I)

For controls, Ti substrates were coated with the extracellular matrix protein collagen type I (Col I; 40 mg/cm^2^; rat tail, Corning, Discovery Labware, Bedford, MA, USA) and dried overnight at room temperature (RT), shaking at 300 rpm. The remaining acetic acid from the Col I solution was removed by rinsing twice with sterile phosphate buffer solution (PBS, Sigma-Aldrich, Darmstadt, Germany).

### 5.3. Amine-Based Nanocoatings

Amine-based nanocoatings were prepared at INNOVENT e.V. (Jena, Germany; Figure 11).

#### 5.3.1. Cleaning and Activation Procedure

The Ti substrates were cleaned for 10 min in an isopropanol bath (Carl Roth, Karlsruhe, Germany) with sonication, dried with N_2_, and pre-activated by water vapor plasma treatment within a microwave oven at 1.5 mbar for 16 s.

#### 5.3.2. Trimethoxysilylpropyl Modified Poly(ethylenimine) (TMS-PEI)

The cleaned and pre-activated Ti substrates were modified with TMS-PEI/Isopropanol 50% (ABCR, Karlsruhe, Germany) after 1:1 dilution with isopropanol for 3 h at 60 °C. After carefully washing with isopropanol, the substrates were dried under a stream of pure nitrogen in a laminar flow box.

#### 5.3.3. Aminopropyltriethoxysilane (APTES)

Cleaned and pre-activated Ti surfaces were coated with 100 mM APTES (Sigma-Aldrich, Karlsruhe, Germany, Ti-APTES-100) in toluene (Alfa Aesar/Fisher Scientific, Kandel, Germany) for 3 h at 60 °C in an incubator at 35 rpm [2,14]. In another attempt, 1 mM APTES (Ti-APTES-1) in toluene was used as a coating mixture for 3 h at RT, according to Böhmler et al. [31]. Finally, after carefully washing with toluene, the coated substrates were dried under a stream of pure nitrogen in a laminar flow box (Herasafe KS12, Kendro, Langenselbold, Germany).

#### 5.3.4. (3-Glycidyloxypropyl)trimethoxysilane (GOPTS)

Cleaned and pre-activated Ti-substrates were treated with GOPTS (ABCR, Karlsruhe, Germany, pure) for 1.5 h at RT. After carefully washing with pure acetone (Carl Roth, Karlsruhe, Germany), the substrates were dried under a stream of pure nitrogen in a laminar flow box.

#### 5.3.5. Linear and Branched (Poly(ethyleneimine)) (lPEI, bPEI)

GOPTS-coated Ti-substrates, as prepared above, have been used for the immobilization of poly(ethyleneimines). A linear (Mn = 5 kDa, Merck, Darmstadt, Germany) and a branched (Mn = 10 kDa, Sigma-Aldrich, Steinheim, Germany) poly(ethyleneimine (PEI) was used. Immobilization of the GOPTS substrates were performed with 10 mg/mL PEI solution in a methanol/water mixture (9:1 *v*/*v*) for 1.5 h at RT. The excess polymer was removed by rinsing with a methanol/water mixture and methanol (Fisher Scientific, Schwerte, Germany) before the final substrates were dried under a stream of pure nitrogen in a laminar flow box.

#### 5.3.6. N-(2-Aminoethyl)-3-Aminopropyltrimethoxysilane (2AE-APS)

Cleaned and pre-activated Ti substrates were coated with 1 mM 2AE-APS (Sigma- Aldrich, Taufkirchen, Germany, Ti-2AE-APS-1) in toluene for 3 h at RT. After carefully washing with toluene, the substrates were dried under a stream of pure nitrogen in a laminar flow box.

### 5.4. Surface Characterization

#### 5.4.1. Wettability

The water contact angle (WCA) was determined by the sessile drop method using the Drop Shape Analyzer-DSA25 (Krüss, Hamburg, Germany) [62]. One ml drops of distilled water were deposited on the sample surface. Five drops were measured per sample (n = 3 independent experiments). Drop images were acquired with DSA25 digital camera. WCA values were calculated with the supplied software (ADVANCE, V.1.7.2.1, Krüss, Hamburg, Germany) using the optimal fit method (Ellipse) according to the curvature of the drop shape.

#### 5.4.2. Zeta Potential

As previously published, zeta potentials were measured with the SurPASS^TM^ system (AntonPaar, Ostfildern, Germany) and the associated software Attract 2.1 [62]. Streaming potentials were measured at pH 6.5–8.0 in a 1 mM KCl solution (VWR International, Darmstadt, Germany), and zeta potentials at pH 7.4 were calculated via a linear regression using the software GraphPad Prism version 6 (n = 3).

#### 5.4.3. X-ray Photoelectron Spectroscopy (XPS)

The samples were examined using an AXIS Ultra DLD XPS instrument from Kratos Analytical Ltd (Manchester, UK). The X-ray source emits monochromatic Al-Kα radiation (1486.8 eV). Overview and detail spectra were recorded with power and pass energy of 150 W and 160 eV and 225 W and 20 eV, respectively.

### 5.5. Cell Culture

MG-63 osteoblast-like cells (ATCC^®^ CRL-1427™, Manassas, VA, USA) were already extensively studied regarding their morphological and physiological stability [63]. Cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM, 21063, Life Technologies, Renfrew, UK) with 10% fetal calf serum (FCS, Biochrom FCS Superior, Merck, Germany) and 1% gentamicin (Ratiopharm, Ulm, Germany) at 37 °C with 5% CO_2_.

### 5.6. Cell Area Determination

To analyze the extent of cell spreading, MG-63s were trypsinated and washed in a phosphate buffer solution (PBS, Sigma-Aldrich, Darmstadt, Germany). Then, membranes of living cells were stained with the PKH-26 General Cell Linker Kit (Sigma-Aldrich, Darmstadt, Germany) for 5 min at 37 °C in suspension. Cells were seeded onto the surfaces (50,000 cells/cm^2^), and cultivated for 30 min. Cells were washed twice with PBS, fixated with 4% paraformaldehyde (PFA, Merck, Darmstadt, Germany), embedded with a coverslip with Fluoroshield™ containing 4′,6-diamidino-2-phenylindole (DAPI, Merck, Darmstadt, Germany), and analyzed microscopically with the confocal laser scanning microscope LSM 780 (C-Apochromat 40×/1.20 water objective, ZEN black software 2011 SP4, all Carl Zeiss, Jena, Germany). The cell areas in μm^2^ of 50 cells per independent experiment were measured using ImageJ Version 1.46r.

### 5.7. Actin Cytoskeleton Staining

MG-63 cells were cultured for 30 min (50,000 cells/cm^2^) and 24 h (30,000 cells/cm^2^) on Ti, Ti-Col I, and Ti-TMS-PEI, respectively, and on Ti-G20, Ti-G20-Col I, and Ti-G20-TMS-PEI, respectively. Cells were then washed with PBS (Sigma-Aldrich, Germany), fixed with 4% PFA for 10 min at room temperature (RT), rewashed with PBS, and permeabilized with 0.1% Triton X-100 (Merck, Germany) for 10 min at RT. After another washing step with PBS, the cells were incubated with phalloidin-tetramethylrhodamine B isothiocyanate (phalloidin-TRITC, diluted 1:15 in PBS, Sigma-Aldrich) for 30 min at RT in the dark. Cells were again washed with PBS, embedded with DAPI-containing Fluoroshield™ and analyzed with the inverted confocal microscope LSM 780 (Carl Zeiss) using the ZEISS oil immersion objective (C-Apochromat 63) and the ZEN 2011 (black version) software (Carl Zeiss). To visualize cells’ actin cytoskeleton on Ti-G20 chips, confocal microscopy with three-dimensional (3D) z-stack generation was applied.

### 5.8. Scanning Electron Microscopy (SEM)

MG-63s were cultured on plain Ti chips coated with TMS-PEI for 30 min (50,000 cells/cm^2^) or 24 h (30,000 cells/cm^2^). Then, cells were washed two times with PBS and fixed with 2.5% glutardialdehyde (GDA, Merck, Germany) at 4 °C for 24 h. The samples were then dehydrated through a graded series of ethanol (30% for 5 min, 50% for 5 min, 75% for 10 min, 90% for 15 min, 100% 2× for 10 min) and dried in a critical point dryer (K 850, EMITECH, Berlin, Germany). Field-emission SEM (FE-SEM) observations were performed using the FESEM SUPRA 25 (Zeiss, Munich, Germany) with carbon coating at a low acceleration voltage (5 kV).

### 5.9. Gene Expression Profiling

For mRNA (messenger ribonucleic acid) expression profiles of MG-63 cells, human Clariom^TM^ S Arrays (Applied Biosystems, Thermo Fisher Scientific Inc., Santa Clara, CA, USA) were applied. For this, MG-63s (2 × 10^5^ cells) were cultured on Ti-TMS-PEI and the control Ti-Ref (quadruplicates from independent experiments) for 4 and 24 h, respectively. The Ti chips were transferred to fresh wells of a multiwell plate. This was done to prevent cells not adhering to the chip from being included in the analysis. Cells cultured on the surfaces were washed with PBS and lysed using 600 µL RLT buffer (Qiagen, Hilden, Germany) mixed with 1% β-mercaptoethanol. The following steps, i.e., extraction, quality control, labeling, and microarray processing, were carried out in the Core Genomic Facility at the Rostock University Medical Center. Sample preparation and microarray analysis were done as already published [64]. RNA purification included DNase I incubation on the spin column of the RNeasy Mini Kit (both from Qiagen). The total RNA samples were quantified spectrophotometrically (NanoDrop 1000, Thermo Fisher Scientific Inc., Waltham, MA, USA), and the integrity was controlled using the Agilent Bioanalyzer 2100 with the RNA Nano chip kit (both from Agilent Technologies, St. Clara, CA, USA). RIN (RNA integrity number) values between 9.6 and 10 were achieved. Each 200 ng whole RNA sample was used as starting material utilizing the GeneChip™ WT PLUS Reagent Kit (Applied Biosystems, Thermo Fisher Scientific Inc.). The microarray hybridization was done using Clariom S Array (Applied Biosystems, Thermo Fisher Scientific Inc.) according to the manufacturer’s instructions.

Generated CEL files were analyzed with the Transcriptome Analysis Console (TAC) 4.0 software (Applied Biosystems, Thermo Fisher Scientific Inc.). For probe set summarization, the Robust Multi-Chip Analysis, including the signal space transformation correction (SST-RMA), was used. This includes a background adjustment, a quantile normalization, and a log2 transformation of the data. Technical replicate groups were summarized by linear models for microarray data (LIMMA, eBayes) statistics. For one Ti-Ref sample, two out of four labeling controls on the array were out of the threshold. Therefore, this microarray sample was excluded from the analysis. For exploring the transcriptome changes induced by the TMS-PEI coating, differentially expressed genes were determined by comparing MG-63 on Ti-Ref versus on Ti-TMS-PEI. Differential gene expression was defined by >1.5-fold difference with a LIMMA *p*-value threshold of 0.05. Additionally, false discovery rates (FDR) were calculated to correct for multiple testing according to Benjamini and Hochberg [65], and an FDR q-value threshold of 0.05 was used according to recommendations in the literature [66]. The g:Profiler was applied for Gene set enrichment analysis [67], and the STRING database was used to analyze protein–protein interactions [68]. The raw and processed data can be found in the Gene Expression Omnibus (GEO) database under accession number GSE237945.

### 5.10. Live Cell Imaging

Ti samples were fixed in a 35 cm^2^ Petri dish with aquarium glue (AQUA-SILICONE, Den-Braven Sealants bv, Netherlands). Before use, surfaces were sterilized with 70% ethanol and washed with sterile PBS (Thermo Fisher Scientific, Lifetechnologies, France). One day before the live experiment, MG-63 cells were split into 6-well plates for further staining (Thermo Fisher Scientific). Four hours before the live experiment, one well of MG-63 cells from the 6-well plate was stained with 2 probes: SPY555-DNA™ to label the DNA (dilution 1:2000) and SPY650-FastAct™ (1:2000) to label actin (spirochrome, Switzerland) for 4 h. For the live experiment, the staining medium was kept and adjusted in concentration for 3.5 mL of medium. The cells were detached by trypsin, centrifuged, and resuspended in 200 µL of DMEM. Cells were observed using an upright confocal laser scanning microscope (CLSM) system LSM 800 (Carl Zeiss, Göttingen, Germany) and a 63× ON 1.0 plan-Apochromat water immersion objective lens (Carl Zeiss). Observations were performed over 18 h using an incubator chamber from Okolab^®^ where temperature and CO_2_ are controlled (37 °C, 5% CO_2_). Image acquisition was done with Zen 2.6 software using the experiment designer module. Parameters were adapted for each acquisition using fixed dimensions (4 tiles, 386 × 386 µm, zoom 0.5, pixel size 0.4 × 0.4 × 1 µm, z-stacks 70 slices) and laser excitation wavelength (555 nm and 639 nm). Each acquisition was analyzed with the TrackMate plugin in Fiji software (version 2.14.0) using the Trackmate-Cellpose and Trackmate-Stardist modules. Speed measurements, total distance traveled, and confinement ratio were quantified over 18 h for n = 20 cells within n = 2 independent experiments using Fiji software (version 2.14.0) and TrackMate-Stardist modules. The tracks with fewer than 5 spots were not considered. Cell circularity was quantified over 18 h for n = 20 cells within n = 2 experiments with the module Trackmate-Cellpose. Statistical analysis was performed with Origin software (9.9.0.220 Academic version).

### 5.11. Protein Adsorption

The protein adsorption and desorption performances of Ti-TMS-PEI were compared with the Ti-Ref. For the adsorption process, the samples were immersed in aqueous solutions (10 mM PBS) containing 200 μg/mL bovine serum albumin (BSA) at RT for 1 h. To desorb the adsorbed proteins from the surfaces, the samples were removed from the solution and washed with 10 mM PBS for 1 min to remove the loosely bound proteins. Then, the samples were dried with nitrogen gas before they were immersed in 10 mM PBS with 0.1% sodium dodecyl sulfate (SDS) at 60 °C for 1 h under ultrasonication to isolate the strongly bound proteins on the surface. The solutions from the adsorption, washing, and desorption were analyzed using size-exclusion high-performance liquid chromatography (HPLC) with an Agilent AdvanceBIO SEC 300A 2.7 μm column as the stationary phase and 10 mM PBS + 0.1% sodium dodecyl sulfate (SDS) at a flow rate of 1.0 mL/min as the mobile phase. The signals were detected by UV at 215 nm wavelength. The total adsorbed protein on the 1 cm^2^ sample was calculated by multiplying the BSA concentration from the desorption process (in µg/mL and determined via the HPLC) to the total amount of desorption solution used, which in this case is 3 mL.

### 5.12. Statistical Analyses

Statistical analyses were carried out with the software GraphPad Prism7 (GraphPad Software Inc., San Diego, CA, USA) or Origin (OriginLab, Northampton, MA, USA). The following data analyses were used (i) for cell spreading (Figure 1): 1-way ANOVA test, mean ± standard error of the mean (s.e.m.); (ii) for cell migration (Figure 4): non-parametric Mann-Whitney test, median ± interquartile range (IQR); (iii) for cell circularity (Figure 5): two-sample tests for variance, median ± IQR; (iv) LIMMA (linear models for microarray data) [69] and Benjamini and Hochberg [65] FDR for analyses of differential gene expression; (v) g:SCS (Set Counts and Sizes) correction method [70] for gene set enrichment analysis using g:Profiler [71]. *p*-values < 0.05 were considered to indicate significant differences.

## Figures and Tables

**Figure 1:**
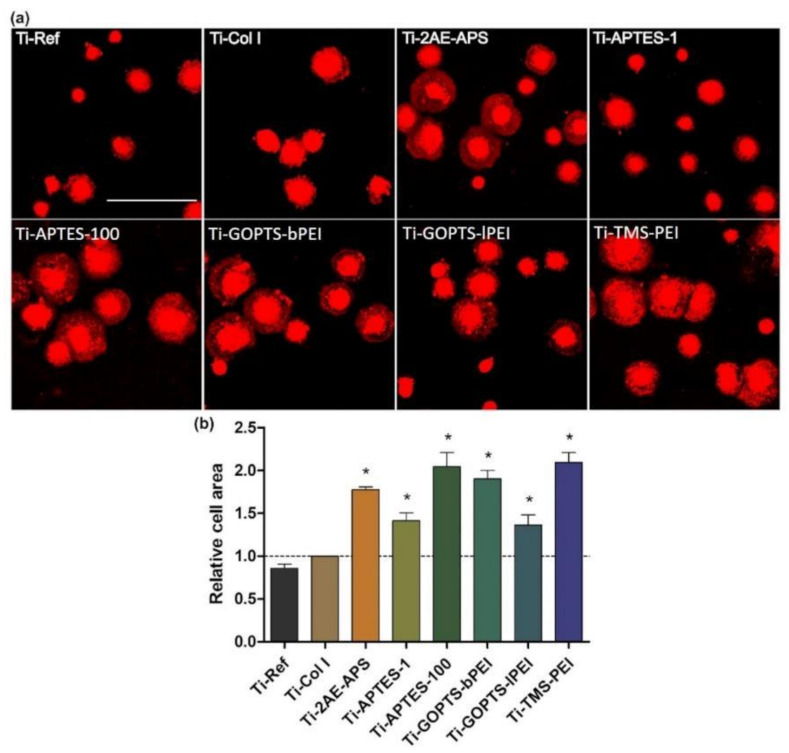
Spreading capacity of MG-63s on amine-based coatings after 30 min. (**a**) Cell area of membrane-stained cells (red). Note that cell areas increased on all amino-rich nanolayers compared to pure Ti-Ref and the extracellular matrix protein Col I as controls. (confocal microscopy, LSM 780, Carl Zeiss; red: PKH-26; scale bar 100 μm; abbreviations see Table 1). (**b**) Relative cell areas—the spreading values were compared to Col I (mean ± s.e.m.; n = 3 independent experiments with 50 cells each; unpaired *t*-test; * *p* < 0.05).

**Figure 2:**
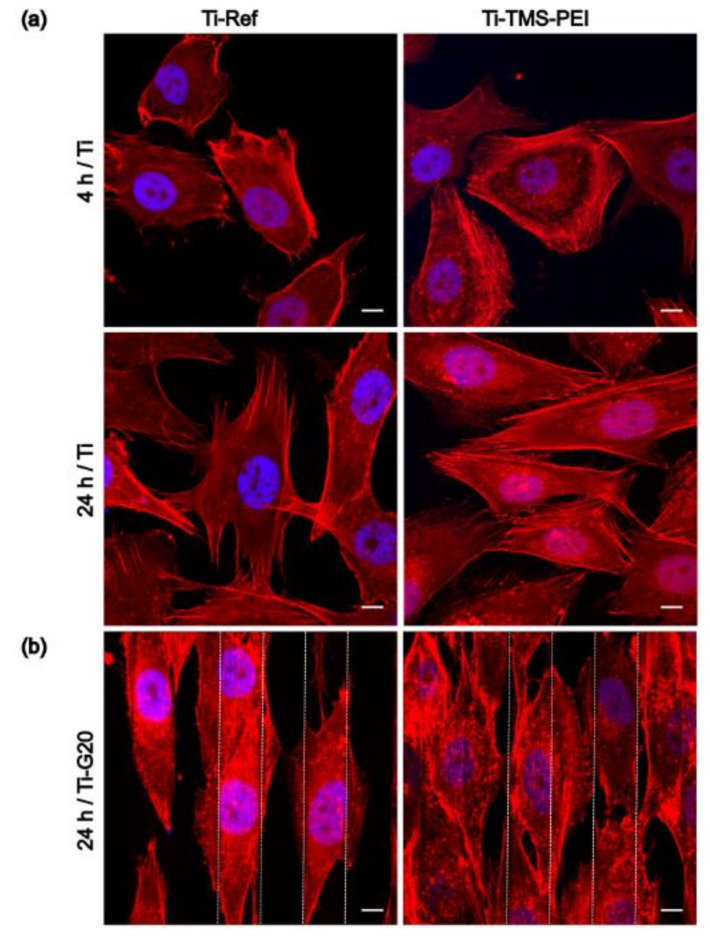
Actin cytoskeleton of MG-63 cells on amine-based Ti-TMS-PEI vs. uncoated Ti. (**a**) Cell spreading and development of actin filaments in the time frame 4 h and 24 h on planar Ti samples. MG-63s showed an increased cell area on Ti-TMS-PEI after 4 h compared to Ti-Ref, and the actin filaments are more pronounced. After 24 h, these differences in cell size and filament organization are equalized (representative figures of n = 3 independent experiments). (**b**) Cell orientation and actin formation of MG-63s on micro-grooved Ti-G20 structures after 24 h. Cells on grooved Ti-Ref samples (20 µm in width, 2 µm in height) appear aligned due to contact guidance. In contrast, cells on grooved Ti-TMS-PEI experience a slight abrogation of the contact guidance, i.e., the nanolayer has an impact that is dominant over the micro-structure (3D z-stack, dashed lines indicating groove edges, representative figures of n = 2 independent experiments). (For all images: confocal microscopy, LSM 780, Carl Zeiss; actin: phalloidin-TRITC, red, nucleus: DAPI, blue; scale bars 10 μm).

**Figure 3:**
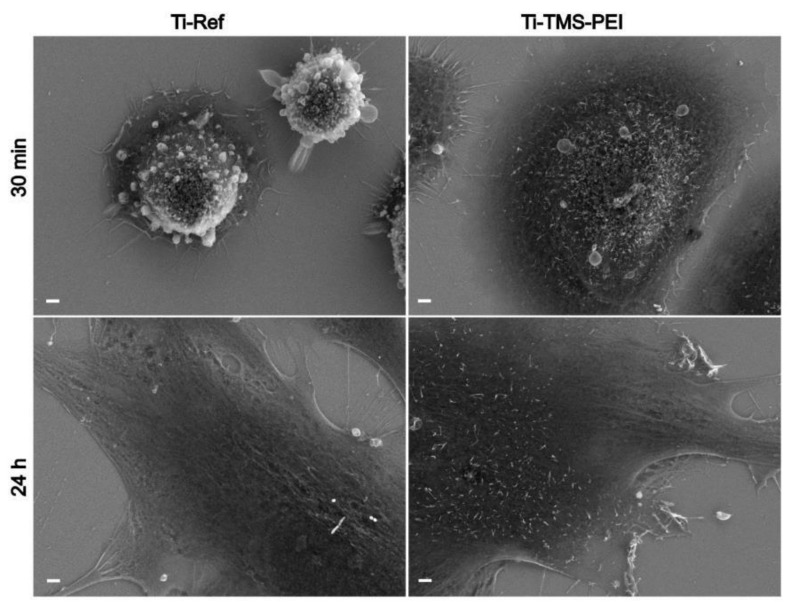
Morphology of MG-63 osteoblast-like cells on TMS-PEI-coated Ti for 30 min and 24 h versus the pure Ti-Ref. Note the considerably enhanced cell area after 30 min. No morphological differences are evident after 24 h (representative images of n = 3 independent experiments, scanning electron microscopy, FE-SEM Merlin VP compact, Carl Zeiss, scale bars 2 μm).

**Figure 4:**
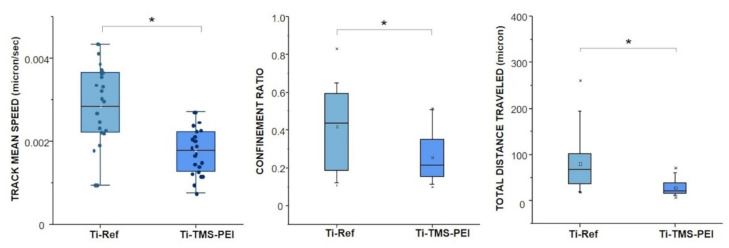
Speed and traveled distance of MG-63 cells adhering on pure Ti or TMS-PEI functionalized surfaces over 18 h. Cells were cultivated in an incubation chamber of an upright confocal laser scanning microscope LSM 800 (Carl Zeiss), and live cell imaging was performed. A decreased migration capacity of MG-63 cells on TMS-PEI compared to Ti-Ref could be observed after this longer cell contact on the amine-rich nanolayer (median ± IQR, x—outliner; non-parametric Mann-Whitney test, * *p* < 0.05).

**Figure 5:**
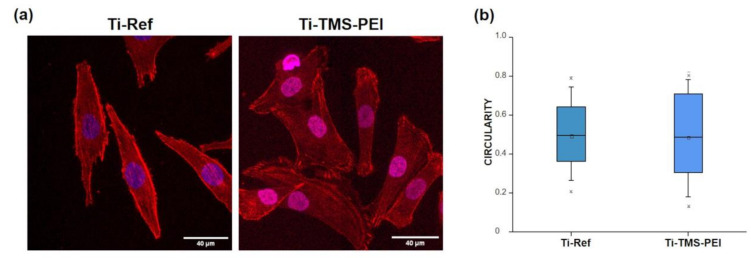
Circularity quantification over 18 h of cells adhering on pure Ti or TMS-PEI functionalized Ti surfaces. (**a**) Actin stained, living MG-63 cells on Ti-TMS-PEI and Ti-Ref for 18 h in an incubation chamber of an upright confocal microscope LSM 800 (Carl Zeiss; SPY650-FastAct™, red, for actin, SPY555-DNA™, blue, for nucleus, scale bars 40 µm). (**b**) Analysis of live cell imaging: no difference could be observed between the cell circularity after each cultivation condition (two-sample tests for variance at the level *p* < 0.05, n.s., median ± IQR, x—outliner).

**Figure 6:**
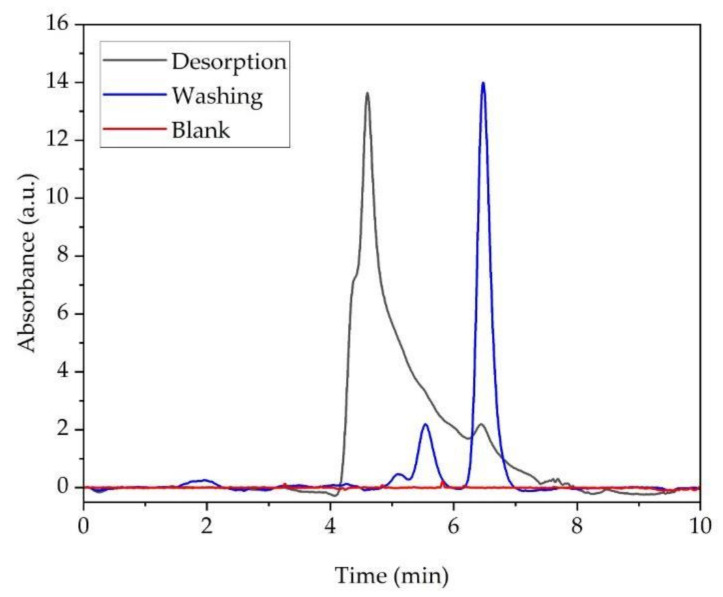
Representative chromatograms of a blank Ti-TMS-PEI subjected to the same solution used in the desorption process and the washing and the desorption solutions of BSA on Ti-TMS-PEI detected at UV 215 nm. The washing and desorption solutions were analyzed using size-exclusion HPLC with an Agilent AdvanceBIO SEC 300A 2.7 μm column as the stationary phase and 10 mM PBS + 0.1% SDS at a flow rate of 1.0 mL/min as the mobile phase. (a.u.: arbitrary unit).

**Figure 7:**
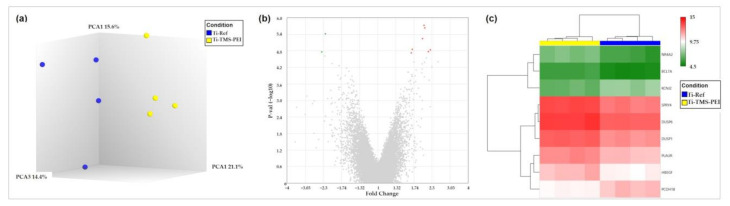
Gene expression of MG-63s after 4 h on amine-based Ti-TMS-PEI. Gene expression levels were analyzed via microarrays. (**a**) Principal component analysis shows distinct groups regarding global gene expression for Ti-Ref and Ti-TMS-PEI samples; (**b**) volcano plot with 7 overexpressed (red) and 2 downregulated (green) genes; (**c**) heat map shows the expression levels of the 9 differentially expressed genes in each sample of cells cultivated on Ti-TMS-PEI compared to Ti-Ref. Differential gene expression was defined by >1.5-fold difference with a *p*-value threshold of 0.05 and a false discovery rate (FDR) value threshold of 0.05. While two genes were downregulated (*PCDH18*, *KCNJ2*) after 4 h cultivation on Ti-TMS-PEI, seven genes were upregulated.

**Figure 8:**
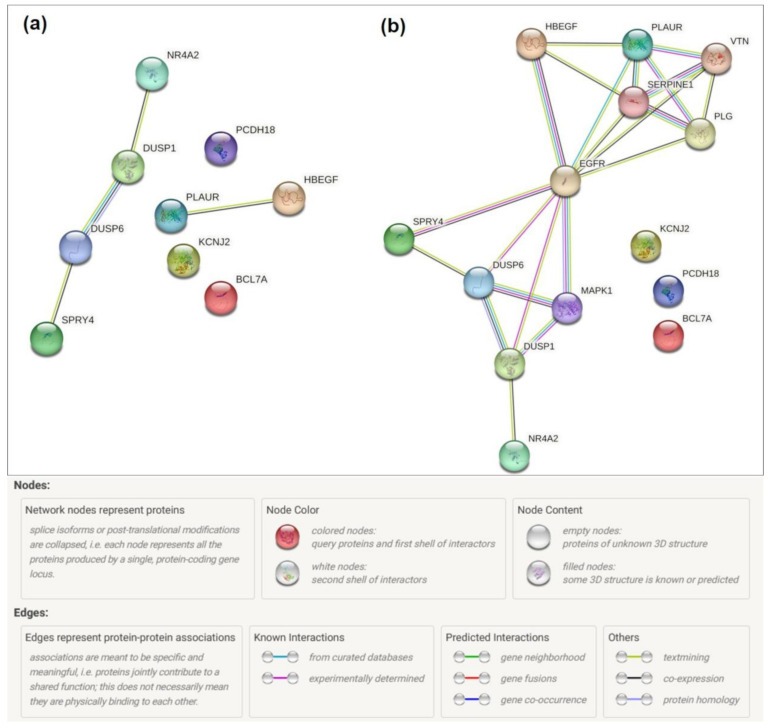
Network analysis of differentially expressed genes of MG-63 cells cultured on Ti-TMS-PEI vs. Ti-Ref for 4 h. (**a**) STRING analysis of differentially expressed genes showed only a few interactions. (**b**) STRING analysis of differentially expressed genes using intermediate components revealed an interaction network with epidermal growth factor receptor (EGFR) as the key component.

**Figure 9:**
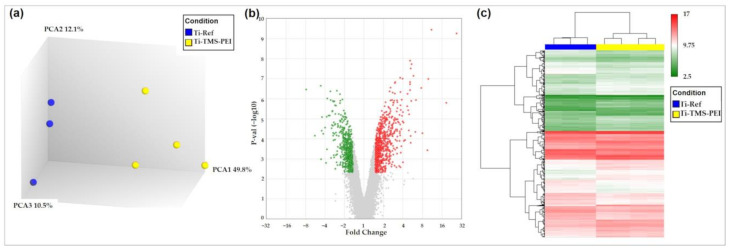
Gene expression of MG-63s after 24 h on Ti-TMS-PEI. Gene expression levels were analyzed via microarrays. (**a**) Principal component analysis shows distinct groups regarding global gene expression for Ti-Ref (n = 3) and Ti-TMS-PEI (n = 4) samples; (**b**) volcano plot with 732 overexpressed (red) and 566 downregulated genes (green); (**c**) heat map shows the expression levels of the 1298 differentially expressed genes in each sample of MG-63 cells on Ti-TMS-PEI compared to Ti-Ref. Differential gene expression was defined by >1.5-fold difference with a *p*-value threshold of 0.05 and an FDR value threshold of 0.05.

**Figure 10:**
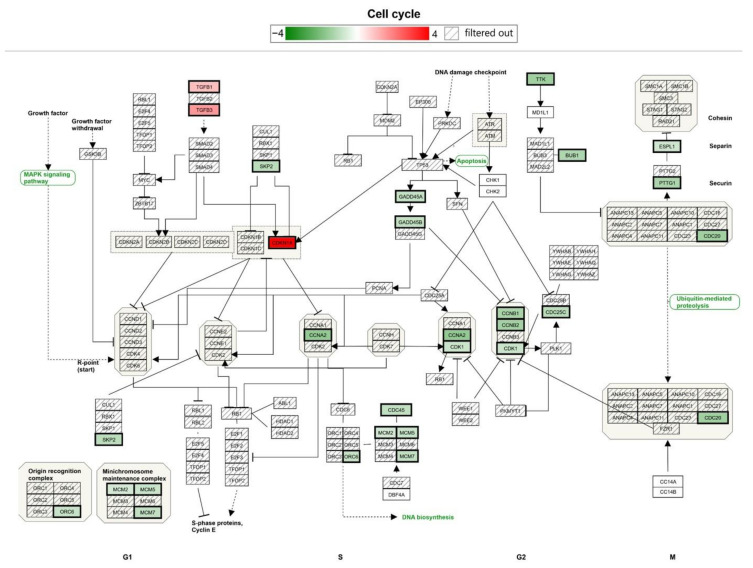
Expression of cell cycle associated genes after 24 h cultivation on Ti-TMS-PEI compared to Ti-Ref. Differential gene expression was defined by >1.5-fold difference with a *p*-value threshold of 0.05 and an FDR value threshold of 0.05. Three genes were upregulated (red boxes), and 18 genes were downregulated (green boxes) on Ti-TMS-PEI compared to Ti-Ref. While the upregulation is especially regarding the G1–S phase, the downregulation is mainly in the S–G2 phase of the cell.

**Figure 11:**
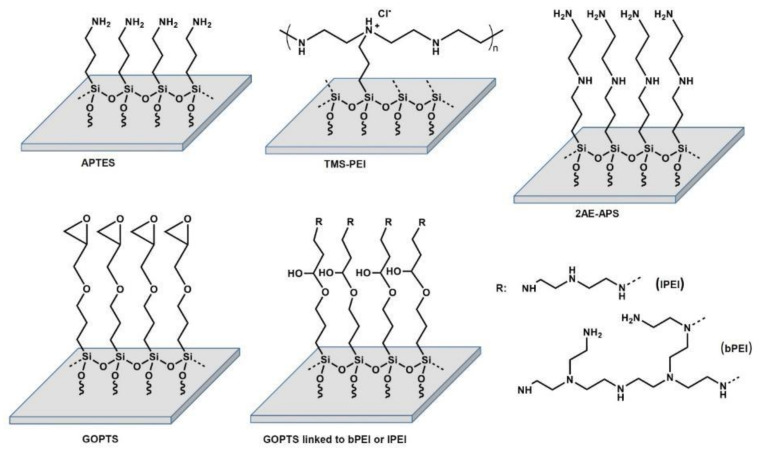
Amine-based nanocoatings on Si-Ti wafers. APTES: aminopropyltriethoxysilane TMS-PEI: trimethoxysilylpropyl modified poly(ethylenimine), 2AE-APS: n-(2-aminoethyl)-3-aminopropyltrimethoxysilane, GOPTS: (3-glycidyloxypropyl) trimethoxysilane, lPEI, bPEI: linear and branched (poly(ethyleneimine)).

**Table 1:** Chemical characteristics of amino-group containing titanium coatings regarding water contact angle (WCA) and zeta potential (SurPass^TM^ system) (mean ± SD).

Surface Modification	WCA [θ in °]	Zeta Potential [ζ in mV]
**Ti-Ref** (titanium reference)	94.6° ± 3.5° 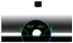	−81.2 ± 6.3 mV
**Ti-Col I** (collagen I)	53.1° ± 4.3° 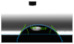	−2.8 ± 1.5 mV [14]
**Ti-2AE-APS** (N-(2-aminoethyl)-3-aminopropyltrimethoxysilane)	95.2° ± 0.4° 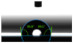	−11.5 ± 10.2 mV
**Ti-APTES-1** (1 mM aminopropyltriethoxysilane)	68.9° ± 6.3° 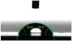	−20.6 ± 10.4 mV
**Ti-APTES-100** (100 mM aminopropyltriethoxysilane)	76.8° ± 1.7° 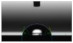	+51.4 ± 22.1 mV
**Ti-GOPTS-bPEI** (branched (poly(ethyleneimine)) on 3-glycidyloxypropyl)trimethoxysilane)	54.7° ± 2.0° 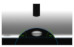	−34.2 ± 9.4 mV
**Ti-GOPTS-lPEI** (linear (poly(ethyleneimine)) on 3-glycidyloxypropyl)trimethoxysilane)	50.7° ± 3.8° 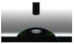	−48.9 ± 2.8 mV
**Ti-TMS-PEI** (trimethoxysilylpropyl modified poly(ethyleneimine))	53.6° ± 5.4° 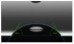	+11.7 ± 14.1 mV

**Table 2:** XPS results of amino-group-containing titanium coatings regarding common element composition (AXIS Ultra DLD). Note that further elements are not listed (Table S2). XPS results of coated Ti samples revealed a correlation between amino group density and cell spreading.

Coating	Ti [at-%]	N [at-%]	C [at-%]	N/C [%]		Spreading Fold Change of Col I	
Ti-APTES-1	14.13	3.40	40.56	8.38	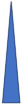	1.42	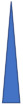
Ti-APTES-100	0.00	10.36	55.60	18.63		2.05	
Ti-2AE-APS-1	0.52	13.11	59.96	21.86		1.78	
Ti-GOPTS-l-PEI	22.21	4.14	18.16	22.80		1.37	
Ti-GOPTS-b-PEI	21.58	5.58	20.58	27.11		1.90	
Ti-TMS-PEI	21.39	7.38	23.04	32.03		2.29	

**Table 3:** Summary of the BSA concentrations on the desorption, adsorption, and washing protein solutions detected at UV 215 nm and the calculated amount of BSA adsorbed on the Ti-Ref and Ti-TMS-PEI surfaces (mean ± SD).

Substrates	BSA Concentration [µg/mL]			Adsorbed Amount
	Adsorption	Washing	Desorption	[µg/cm^2^]
Ti-Ref	189.1 ± 4.3	2.3 ± 0.1	0.6 ± 0.0	1.7 ± 0.0
Ti-TMS-PEI	181.8 ± 0.7	2.7 ± 0.0	2.4 ± 0.2	7.2 ± 0.7

**Table 4:** Differentially expressed genes of MG-63 cells after 4 h cultivation on Ti-TMS-PEI compared to Ti-Ref.

Gene	Fold Change *	*p*-Value	FDR *p*-Value	Description	Entrez ID
*SPRY4*	2.06	2.31 × 10^−6^	0.0247	sprouty RTK signaling antagonist 4	81848
*DUSP1*	2.03	1.87 × 10^−6^	0.0247	dual specificity phosphatase 1	1843
*PCDH18*	−2.23	3.77 × 10^−6^	0.0269	protocadherin 18	54510
*PLAUR*	1.99	5.60 × 10^−6^	0.0300	plasminogen activator, urokinase receptor	5329
*NR4A2*	2.17	1.66 × 10^−5^	0.0441	nuclear receptor subfamily 4, group A, member 2	4929
*HBEGF*	2.24	1.45 × 10^−5^	0.0441	heparin-binding EGF-like growth factor	1839
*BCL7A*	1.70	1.38 × 10^−5^	0.0441	B-cell CLL/lymphoma 7A	605
*DUSP6*	1.67	1.85 × 10^−5^	0.0441	dual specificity phosphatase 6	1848
*KCNJ2*	−2.36	1.71 × 10^−5^	0.0441	potassium channel, inwardly rectifying subfamily J, member 2	3759

* Upregulated genes in red, downregulated genes in green.

**Table 5:** Gene ontology annotation of differentially expressed genes of osteoblastic MG-63 cells cultivated on Ti-TMS-PEI for 4 h compared to Ti-Ref.

Gene *	Gene Ontology Annotation
*SPRY4*	negative regulation of ERK1 and ERK2 cascade; regulation of signal transduction; negative regulation of MAP kinase activity
*DUSP1*	inactivation of MAPK activity, negative regulation of ERK1 and ERK2 cascade; mitotic cell cycle arrest; regulation of mitotic cell cycle spindle assembly checkpoint; negative regulation of DNA biosynthetic process
*PCDH18*	Cadherin, homophilic cell adhesion via plasma membrane adhesion molecules; cell adhesion
*PLAUR*	plasminogen activator, urokinase receptor, CD59 antigen
*NR4A2*	nuclear receptor subfamily 4, group A, member 2
*HBEGF*	HBEGF: epidermal growth factor receptor signaling pathway; Fc-epsilon receptor signaling pathway; vascular endothelial growth factor receptor signaling pathway; neurotrophin TRK receptor signaling pathway; phosphatidylinositol-mediated signaling; MAPK cascade; activation of MAPKK activity; Ras protein signal transduction; insulin receptor signaling pathway; fibroblast growth factor receptor signaling pathway; positive regulation of cell migration; spreading of epidermal cells; cell chemotaxis; positive regulation of cell growth, positive regulation of cell proliferation
*BCL7A*	negative regulation of transcription
*DUSP6*	phosphatase activity; negative regulation in the MAPK pathway
*KCNJ2*	Kir2.1 inward-rectifier potassium channel; potassium ion transmembrane transport; magnesium ion transport; relaxation of cardiac muscle; relaxation of skeletal muscle; cellular response to mechanical stimulus

* Upregulated genes in red, downregulated genes in green.

**Table 6:** MG-63s on Ti-TMS-PEI for 4 h: Gene set enrichment analysis using g:Profiler revealed enrichment of gene ontology (GO) annotations regarding the inhibition of MAPK signaling within our subset of differentially expressed genes.

GO.ID	Description	*p*-Value	Genes
GO:0008330	protein tyrosine/threonine phosphatase activity	0.001	*DUSP1*, *DUSP6*
GO:0017017	MAP kinase tyrosine/serine/threonine phosphatase activity	0.002	*DUSP1*, *DUSP6*
GO:0033549	MAP kinase phosphatase activity	0.004	*DUSP1*, *DUSP6*
GO:0008138	protein tyrosine/serine/threonine phosphatase activity	0.028	*DUSP1*, *DUSP6*
GO:0051172	negative regulation of nitrogen compound metabolic process	0.008	*SPRY4*, *DUSP1*, *PLAUR*, *NR4A2*, *HBEGF*, *BCL7A*, *DUSP6*
GO:0031324	negative regulation of cellular metabolic process	0.011	*SPRY4*, *DUSP1*, *PLAUR*, *NR4A2*, *HBEGF*, *BCL7A*, *DUSP6*
GO:0051248	negative regulation of protein metabolic process	0.036	*SPRY4*, *DUSP1*, *PLAUR*, *HBEGF*, *DUSP6*
GO:1902532	negative regulation of intracellular signal transduction	0.045	*SPRY4*, *DUSP1*, *PLAUR*, *DUSP6*
GO:0001932	regulation of protein phosphorylation	0.047	*SPRY4*, *DUSP1*, *PLAUR*, *HBEGF*, *DUSP6*
GO:0043409	negative regulation of MAPK cascade	0.049	*SPRY4*, *DUSP1*, *DUSP6*
REAC:R-HSA-112409	RAF-independent MAPK1/3 activation	0.012	*DUSP1*, *DUSP6*
REAC:R-HSA-5675221	Negative regulation of MAPK pathway	0.045	*DUSP1*, *DUSP6*

**Table 7:** Differentially expressed genes regarding MG-63 osteoblast differentiation after 24 h cultivation on Ti-TMS-PEI.

Gene	Fold Change *	Description	Role in Osteoblast Differentiation	References	Entrez ID
*WNT5B*	−1.68	wingless-type MMTV integration site family, member 5B	WNT5B often functions as an antagonist of canonical WNT signaling; indication that WNT5B suppresses osteoblast differentiation	[35]	16265
*WNT2B*	−1.78	wingless-type MMTV integration site family, member 2B	increases during differentiation; promotes osteogenesis and regulates expression of Osterix and RUNX2, which drive differentiation	[36]	12781
*FGF2*	−2.18	fibroblast growth factor 2	enhances the osteogenic potential of BMSCs and their proliferative capacity. FGF2 induces bone and BMSC proliferation; proliferation factor for bone cells in cell culture; fibroblast growth factor 2 (FGF2) positively modulates osteoblast differentiation and bone formation	[37,38]	3676
*FGF5*	−1.60	fibroblast growth factor 5	promotes OS cell proliferation via MAPK signaling pathway; closely associated with poor differentiation	[39]	3683
*HEY1*	1.68	hes-related family bHLH transcription factor with YRPW motif 1	upregulated expression at the immediate early stage of BMP9-induced osteogenic differentiation; acts synergistically with Runx2 in BMP9-induced osteogenic differentiation	[40]	4880
*WNT9A*	3.23	wingless-type MMTV integration site family, member 9A	expression decreases during osteoblastic differentiation; Wnt9a knockout mice display bone malformations (low levels of bone ossification, indications of skeletal dysplasia); activates Loxl2 (collagen-cross-linking enzyme) which activates the biogenesis of connective tissue	[36,41,42]	12778
*WNT7B*	2.41	wingless-type MMTV integration site family, member 7B	enhancing factor for osteoblast differentiation, induces the non-canonical activation of mTORC1 and PKC δ signaling	[41]	12787
*WNT5A*	1.64	wingless-type MMTV integration site family, member 5A	involved in osteoblast differentiation; upregulates Lrp5/6; mediates the mechanical stretch-induced osteogenic differentiation of BMSCs	[43,44]	12784
*FGF7*	1.79	fibroblast growth factor 7	facilitates osteogenic differentiation of embryonic stem cells; activates ERK/Runx2	[45]	3685
*FGF18*	1.92	fibroblast growth factor 18	expressed in osteogenic mesenchymal cells and differentiating osteoblasts	[46]	3674
*PRKCH*	2.59	protein kinase C, eta	upstream activator of RUNX2 (essential transcription factor for osteoblast differentiation)	[47]	9403

* Upregulated genes in red, downregulated genes in green.

## Data Availability

The raw and processed data of the microarrays can be found in the Gene Expression Omnibus (GEO) database under accession number GSE237945. The other datasets presented in this study are available from the corresponding author on reasonable request. The dataset is stored on the local UMR server.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/molecules28186505/s1, Table S1: Cell spreading data on polymer coatings; Table S2: Detailed XPS results of amino-group containing titanium coatings.

# Supplementary material for: Response of Osteoblasts on Amine-Based Nanocoatings Correlates with the Amino Group Density
**Source:** Molecules. 2023 Sep 7;28(18):6505. doi: 10.3390/molecules28186505
**Supplement:** Supplementary file 1

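The cell area in this table is the area that membrane-stained MG-63 cells covered after a short time on each surface, measured from microscope images. For each of 6 coatings, the table sets 3 experiments with their own uncoated Ti-Ref and collagen I controls side by side, and it divides the area on the coating by that on collagen I. Computed again from the listed areas, the fold change of Ti-TMS-PEI over collagen I was 2.19 ± 0.35 (SD, n = 3) and that of Ti-APTES-100 was 2.06 ± 0.31 (SD, n = 3). Ti-bPEI had 1.88 ± 0.15 (SD, n = 3), Ti-2AE-APS 1.84 ± 0.04 (SD, n = 3), Ti-APTES-1 1.42 ± 0.15 (SD, n = 3) and Ti-lPEI 1.15 ± 0.17 (SD, n = 3). Listed fold changes depart from the listed areas by more than rounding for Ti-lPEI and Ti-bPEI in experiment 3, for Ti-TMS-PEI in experiments 2 and 3 and for Ti-2AE-APS in all 3, most of all for Ti-lPEI, and which of them are right is not known. The mean of the listed fold changes of Ti-TMS-PEI is 2.3. Some coatings share their control values, so these coatings are not independent of each other in the comparison with collagen I.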

Table S1: Cell spreading data on polymer coatings.

**Ti-2AE-APS coating**				
**Cell area Ti-Ref<br>[μm^2]**	**Cell area Ti-Col I<br>[μm^2]**	**Cell area Ti-2AE-APS<br>[μm^2]**	**Ti-2AE-APS/ Col I<br>[fold change]**	**Ti-Ref/ Col I<br>[fold change]**
434.1	635.8	1140.7	1.7	0.7
438.7	692.5	1302.8	1.8	0.6
499.6	681.6	1263.9	1.8	0.7
**1 mM APTES coating**				
**Cell area Ti-Ref<br>[μm^2]**	**Cell area Ti-Col I<br>[μm^2]**	**Cell area Ti-APTES-1<br>[μm^2]**	**Ti-APTES-1/ Col I<br>[fold change]**	**Ti-Ref/ Col I<br>[fold change]**
414.6	416.6	580.2	1.4	1
495.2	600.5	769.4	1.3	0.8
485.5	461.8	728.2	1.6	1.1
**100 mM APTES coating**				
**Cell area Ti-Ref<br>[μm^2]**	**Cell area Ti-Col I<br>[μm^2]**	**Cell area Ti-APTES-100<br>[μm^2]**	**Ti-APTES-100/<br>Col I [fold<br>change]**	**Ti-Ref/ Col I<br>[fold change]**
727.1	635.8	1151.0	1.8	1.1
602.0	602.4	1446.6	2.4	1
417.8	439.2	866.1	2	1
**Ti-GOPTS-b-PEI coating**				
**Cell area Ti-Ref<br>[μm^2]**	**Cell area Ti-Col I<br>[μm^2]**	**Cell area Ti-b-PEI [μm^2]**	**Ti-bPEI/ Col I<br>[fold change]**	**Ti-Ref/ Col I<br>[fold change]**
553.7	756.1	1290.6	1.7	0.7
481.7	702.0	1400.7	2	0.7
634.1	724.4	1402.4	2	0.9
**I-PEI coating**				
**Cell area Ti-Ref<br>[μm^2]**	**Cell area Ti-Col I<br>[μm^2]**	**Cell area Ti-I-PEI [μm^2]**	**Ti-IPEI/ Col I [fold<br>change]**	**Ti-Ref/ Col I<br>[fold change]**
553.7	756.1	963.4	1.3	0.7
481.7	702.0	858.6	1.2	0.7
634.1	724.4	687.4	1.6	0.9
**TMS-PEI coating**				
**Cell area Ti-Ref<br>[μm^2]**	**Cell area Ti-Col I<br>[μm^2]**	**Cell area Ti-TMS-PEI<br>[μm^2]**	**Ti-TMS-PEI/ Col I<br>[fold change]**	**Ti-Ref/ Col I<br>[fold change]**
727.1	635.8	1632.2	2.6	1.1
602.0	602.4	1284.8	2.2	1
417.8	439.2	818,5	2.1	1

# Supplementary material for: Response of Osteoblasts on Amine-Based Nanocoatings Correlates with the Amino Group Density
**Source:** Molecules. 2023 Sep 7;28(18):6505. doi: 10.3390/molecules28186505
**Supplement:** Supplementary file 1

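X-ray photoelectron spectroscopy (XPS) reads the elements in the outermost layer of a surface from the energy of the electrons that X-rays release. The table gives the share of titanium, carbon, oxygen, silicon and nitrogen among all atoms detected on each coating. Nitrogen marks the amino groups of the coatings, and silicon the silane that anchors them. Titanium is seen only where the layer is thin or incomplete enough for electrons of the metal to leave through it.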

Table S2: Detailed XPS results of amino-group containing titanium coatings regarding common element composition (AXIS Ultra DLD).

	Ti [at-%]	C [at-%]	O [at-%]	Si [at-%]	N [at-%]	Rest [at-%]
**Ti-APTES-1**<br>(1 mM<br>aminopropyltriethoxysilane)	14.13	40.56	37.19	1.77	3.40	2.95
**Ti-APTES-100**<br>(100 mM<br>aminopropyltriethoxysilane)	0	55.6	20.58	13.46	10.36	0
**Ti-2AE-APS**<br>(N-(2-aminoethyl)-3-aminopropyltrimethoxysilane)	0.52	59.96	16.73	8.77	13.11	0.91
**Ti-GOPTS-IPEI**<br>(linear (poly-(ethyleneimine))<br>on 3-glycidyloxypropyl<br>trimethoxysilane)	22.21	18.16	51.05	1.09	4.14	3.35
**Ti-GOPTS-bPEI**<br>(branched<br>(poly(ethyleneimine)) on 3-<br>glycidyloxypropyl)trimethoxy<br>silane)	21.58	20.58	48.13	1.36	5.58	2.77
**Ti-TMS-PEI**<br>(trimethoxysilylpropyl<br>modified poly(ethyleneimine))	21.39	23.04	44.76	0.55	7.38	2.88

How the deposited data were processed for this re-analysis (not part of the article)

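RNA of MG-63 cells on Ti-TMS-PEI and on uncoated Ti-Ref was measured on Clariom S arrays after 4 h (4 arrays per surface) and after 24 h (4 on Ti-TMS-PEI and 3 on Ti-Ref). The authors processed the scanned arrays in the Transcriptome Analysis Console with background correction, signal space transformation, quantile normalization and summarization by SST-RMA. The deposited values are log2 signals of transcript clusters, 17709 with 1 gene symbol and 3739 without. The medians of the arrays showed that both times were normalized separately, so no level was compared across the times, and only differences within a time were. Arrays have no sequencing depth: dim signals are compressed towards the background, and precision comes from the replicates. The median standard deviation between replicates was 0.22 at 4 h and 0.18 at 24 h on the log2 scale.

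Each deposited value was used as it stands. In R 4.3.3, limma 3.58.1 fitted each time with the coating as the only term, and moderated t-tests were adjusted by the Benjamini-Hochberg method over all transcript clusters. A transcript cluster was called at a fold change over 1.5, a p under 0.05 and an adjusted p under 0.05. The difference of the coating effect between the times was tested as an interaction over all 15 arrays, with an adjusted p under 0.05 and a difference over 1.5-fold. Separation of the surfaces was tested by exact permutation of the ratio of squared distances between and within groups. Gene lists were tested over genes with 1 symbol with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry and with Fisher's exact test, each adjusted over 43 lists. Means of a list in each array were compared by exact permutation, and these p values were not adjusted over the lists. At 24 h, the array means of most lists did not overlap.

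The genes named were set by a rule: every gene the paper names in its text, Tables 4, 5 and 7 and Figure 10, the 10 largest changes in each direction among the called genes whose arrays did not overlap, and in each list described up to 4 called members with the smallest adjusted p, or where none was called up to 2 members with the smallest p, given as values. The values in the tables of the paper had been seen when this rule was written. Values of the tables of the paper were handled with pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The calls were tested on simulated data with the same spread, in which 67 genes were changed 1.7-fold, 67 were changed 2-fold and 66 were changed 3-fold. At 4 h the calls recovered 44.8%, 68.7% and 93.9% of them, in this order, and at 24 h 62.7%, 80.6% and 95.5%. Recovery under the Benjamini-Hochberg adjustment depends on how many genes change, and with fewer changed genes it would be lower. Of 21248 unchanged simulated genes, 9 were called at 4 h and 5 at 24 h, and 0 were called where no gene was changed. A simulated shifted list was recovered at both times, and 1 of 41 unshifted lists was called at 4 h and 0 at 24 h. The simulated genes varied independently of each other, so this does not test camera where the genes of a list move together. In the arrays of 24 h, the estimated correlation was 0.65 for the S phase genes and 0.75 for the G2 and M phase genes. Fisher's exact test also counts genes as independent, so its p values are too small for lists whose genes move together.

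The alternatives were a replicate block, a shared spread over all 15 arrays, a trended and robust variance, array weights, removal of the dimmest 25 percent of transcript clusters, a second quantile normalization over all arrays, centring on the median, other thresholds, 1 transcript cluster per gene, and leaving out each array in turn. Replicate letters were not used to pair arrays, since arrays with the same letter on both surfaces were no more alike than others (correlation of residuals from -0.07 to 0.05). Transcript clusters with no gene symbol (3739) were kept in the tests but are not named. The Ti-Ref array of 24 h that the authors excluded is not part of the data. No change from 4 h to 24 h on one surface was computed.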

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

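The tests of the spread and normalization behind the count at 24 h, of whole-array shifts and single arrays behind the cell cycle genes, of 1 Ti-Ref array behind the interferon genes and of other splits of the arrays for the counts of genes at 4 h and 24 h were chosen after the results were seen.

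The groups tested for an outlying array were principal components, called lists and called genes. They share arrays and members, so the chance rate of about 1 in 20 for independent values is no firm yardstick. Single arrays stood far from the others of their group in 9 of 113 groups tested. At 4 h these were Ti-Ref A for the MAP kinase phosphatases (7.52), and Ti-TMS-PEI A on principal components 2 (11.2) and 3 (34.6) and for TNF and RANKL signaling (9.48). For single genes at 4 h they were Ti-TMS-PEI D for BCL7A (5.99) and Ti-TMS-PEI B for KCNJ2 (6.86). At 24 h they were Ti-TMS-PEI D for the YAP and TEAD targets (10.24) and for WNT7B (8.30) and Ti-TMS-PEI A for GADD45B (8.98).

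The effect of the coating differed between the times for 1026 transcript clusters by the interaction, among them BCL7A (-0.84), HBEGF (-0.93) and PCDH18 (1.41) of the genes called at 4 h. Lists were tested on the interaction only by camera with the preset correlation. With an estimated correlation, most list calls within a time were lost, and it was not used here. By this camera test, the mean effect differed for 13 lists that were not taken from the paper, and for the genes of Figure 10 (-0.50, adjusted p = 3.38e-07), which were chosen on these samples. It was lower at 24 h than at 4 h for ERK feedback and target genes (-0.27, adjusted p = 0.0120), YAP and TEAD targets (-0.39, adjusted p = 0.000137), TNF and RANKL signaling (-0.39, adjusted p = 0.0197), S phase genes (-0.53), G2 and M phase genes (-0.86), ribosome biogenesis (-0.35, adjusted p = 0.000170), the integrated stress response (-0.38, adjusted p = 0.00116) and the interferon response (-0.57, adjusted p = 0.00162). It was higher for integrin subunits (0.50, adjusted p = 0.00164), TGF-beta and BMP signaling (0.43, adjusted p = 0.000678), cholesterol synthesis (0.30, adjusted p = 0.00560), glycolysis and hypoxia (0.34, adjusted p = 0.0101) and the lysosome (0.54, adjusted p = 2.92e-10). Of 100 splits of the arrays drawn within each time, the real one gave the most genes, with 1026. The highest other split, with 961, kept the real groups of 24 h and mixed those of 4 h. Chance is thus unlikely for the effect at 24 h, while for the part of 4 h it stays open.

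Lists outside what the paper discusses shifted with the preset correlation. At 4 h these were matrix proteases and inhibitors (0.23), inflammatory cytokines (0.36), metallothioneins (0.21) and blood cell markers (0.20). At 24 h these were YAP and TEAD targets (-0.37), matrix proteases and inhibitors (0.60), ribosome biogenesis (-0.25), cholesterol synthesis (0.30), glycolysis and hypoxia (0.42), the lysosome (0.55), the integrated stress response (-0.27), NRF2 targets (0.47) and the interferon response (-0.46). None of these calls was kept with an estimated correlation, where the adjusted p lay between 0.231 and 0.284 at 4 h and between 0.138 and 0.637 at 24 h.

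Far more genes passed at 24 h than at 4 h. With a spread shared by all 15 arrays, the count at 4 h rose from 9 to 62 and that at 24 h from 1319 to 1424. The count at 24 h was then still 23.0 times that at 4 h, so the larger spread at 4 h bears on the size of the ratio. After quantile normalization over all 15 arrays it was 292 times as high (1462 against 5). These ratios argue against a smaller spread at 24 h or the separate normalization as the whole cause, but not against the spread as a part of it. Of 35 splits of the arrays, only the real one gave as many genes at 4 h (9 against 0) and at 24 h (1319 against 1). Chance is thus an unlikely cause of either count, but 35 splits allow no share below 1 in 35. For the number of lists, chance stays open, since 2 of 35 splits gave as many at 4 h (9 and 9) and 2 of 35 at 24 h (16 and 16). The lists counted include lists of the paper that were chosen on these arrays. The coating effect itself differed between the times for 753 of the genes called at 24 h, by the interaction, and why it did was not tested.

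S phase and G2 and M phase genes were lower at 24 h by a mean of -0.76 over 93 genes. Of 10000 random lists matched on mean level, 0 percent had a mean as low (the lowest was -0.17), which argues against bright genes reading lower on the Ti-TMS-PEI arrays. The medians of the groups differed by only 0.06 on the log2 scale, with Ti-TMS-PEI the higher. Centring could thus hardly change the mean, which was -0.82 after it, and is no test of its own. A median difference this small and upward argues against a shift of the array medians as the cause. With the preset correlation, 0 of the 7 fits that leave out 1 array lost either call, but calls this far past could hardly be lost. With an estimated correlation, neither list was called with all arrays (camera adjusted p = 0.256 for each). Every Ti-TMS-PEI array lay below every Ti-Ref array in both lists, which argues against 1 array as the cause. A lower share of dividing cells after 24 h on Ti-TMS-PEI may explain the pattern, as a hypothesis, but cell counts were not part of the data, and a difference in cell density between the surfaces stays open.

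Interferon response genes were lower at 24 h, but the list did not pass without Ti-Ref A (adjusted p = 0.220). The mean log2 value of the list was 9.86 in Ti-Ref A and 9.02 and 9.23 in the other Ti-Ref arrays, and lay between 8.78 and 9.06 on Ti-TMS-PEI. A high level in 1 Ti-Ref array may thus account for the shift, and an effect of the coating stays open.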

How the results depend on the processing

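The fit without both Ti-Ref C and Ti-TMS-PEI A of 4 h was chosen after seeing the data. At 4 h, where 9 genes passed, the count was 0 with the replicate block (limma, 2011 at an unadjusted p under 0.05), 62 with the shared spread, 83 with the trended and robust variance, 24 without dim transcript clusters (fewer tests), 5 after quantile normalization over all arrays (PCDH18, SPRY4, DUSP1, BCL7A and PLAUR), 15 with median centring, 310 with no adjustment, 0 to 3 with 1 array left out and 0 without Ti-Ref C and Ti-TMS-PEI A (limma, 2102 at an unadjusted p under 0.05). At 24 h, where 1319 passed, it was 853 with the replicate block, 2020 with no fold threshold, 397 with a fold over 2 and 851 (without Ti-Ref A) to 1370 with 1 array left out. The block assumes that letters pair the arrays, and the letters of Ti-Ref at 24 h are those of the deposited labels after the exclusion of 1 array. The exact p of the separation with 1 array left out was 0.0286 to 0.0571 at 4 h and 0.0667 to 0.1 at 24 h, where fewer arrays allow no lower p. Of the lists, 15 shifted at 4 h with the trended variance, and with an estimated correlation 1 did at 4 h and 0 at 24 h (immediate early genes at 4 h 0.231, S phase and G2 and M phase genes 0.256 each). Without dim transcript clusters, 10 lists instead of 6 were over-represented at 4 h, and the 6 include the genes of Table 4, chosen on these arrays. BCL7A at 24 h, -0.01 and not called, had 0.0033 with array weights and -0.13 to 0.10 with 1 array left out, with 0.07, 0.03 and 0.04 among them. The interaction gave 681 to 1111 genes with 1 array left out, and the relation of the effects (r = 0.0782) was 0.0976 with the block and 0.0544 to 0.0976 with 1 array left out. The TNF and RANKL list at 4 h passed in 6 of 8 such fits (0.000438 to 0.0644 without Ti-Ref D), the interferon response in 5 of 7 (0.000321 to 0.220) and the genes of Table 4 at 24 h in 4 of 7 (up to 0.0545 without Ti-TMS-PEI D, 0.0283 with all arrays). Of the genes called at 4 h, 70 of 72 calls were lost in the fits that leave out 1 array, and of the 138 named genes of 24 h 802 results of such fits were the same, 157 lost the call, 3 gained it and 4 changed sign (BCL7A each time). All 138 were the same with the shared spread and the trended variance, 32 lost the call with the block, 4 with median centring, 2 after quantile normalization and 2 with array weights. Where no reason is given, the cause was not tested. The planned change from 4 h to 24 h on each surface was not run, since the times were normalized separately. Dim signals lie close to the background, where fold changes are compressed.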

Differences from the paper's values

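The recalculation of Table S1 and the test of the identifiers in Tables 4 and 7 were added after the tables of the paper were read. In Table S1, the area on Ti-lPEI in experiment 3 divided by that on collagen I gives 0.949 (687.4 over 724.4 μm^2), where the fold change of the paper is 1.6, and none of the alternatives set before the data were examined bears on this table. The other fold changes of Table S1 lie within 1.5 times of those computed from the areas, and the next farthest is experiment 3 on Ti-TMS-PEI, with 1.86 from the areas and 2.1 in the paper.

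The fold changes of the 20 genes listed in Tables 4 and 7 were 0.893 to 1.18 times those of the paper, with a median of 1.00. The text of the paper gives more genes in each direction for the pathway of Table 7 than the table lists, and the values here are 7 higher and 4 lower. Read as Entrez identifiers, 0 of 11 numbers in Table 7 match the symbol beside them in the array annotation, while in Table 4 all 9 of 9 do. Whether the numbers of Table 7 are identifiers of another kind was not tested. The fold changes were matched by symbol and do not depend on them. The paper states that TGF-beta and BMP signaling, cytokine and JAK-STAT signaling and TNF and RANKL signaling were not identified at 24 h. Here 8 genes of the first were higher and 1 lower, 2 of the second higher and 0 lower (limma, with 3 higher and 2 lower at an unadjusted p under 0.05), and 1 of the third higher and 3 lower, and as groups only the first was called by camera with the preset correlation (adjusted p = 0.256 with an estimated correlation). The paper tested enrichment of WikiPathways at 24 h, while these counts are of short fixed lists, so the gene sets and the measure differ. The paper states that the EGFR pathway started to go down at 4 h, while EGFR had a log2 fold change of -0.05 (not called) and the ERK feedback and target genes a mean of 0.48, and these include the feedback inhibitors SPRY4 and DUSP6, which were called higher as in the paper.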

Other observations

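The lists in this part were fixed with the others, and no test in it was chosen after its result was seen. Genes of the lysosome were higher after 24 h on Ti-TMS-PEI: 6 of 18 measured members passed and 0 were lower in limma (15 higher and 0 lower at an unadjusted p under 0.05), with a mean log2 fold change of 0.55 (camera adjusted p = 4.46e-11, adjusted p = 0.138 with an estimated correlation). GPNMB (1.31), the autophagy receptor SQSTM1 (1.04), the protease CTSD (1.00) and the cholesterol exporter NPC1 (0.89) rose, as did CD68 (1.22), the only member of the blood cell markers past the threshold at 24 h. Cholesterol synthesis genes had a mean of 0.30 (camera adjusted p = 0.000246, adjusted p = 0.256 with an estimated correlation) with TM7SF2 (0.61) past the threshold. Genes of glycolysis and hypoxia had a mean of 0.42 (camera adjusted p = 0.000183, adjusted p = 0.256 with an estimated correlation), with NDRG1 (1.91) and VEGFA (0.94) higher. Among NRF2 targets, which respond to oxidants, AKR1C3 (1.95), AKR1C1 (1.59), AKR1C2 (1.51) and SRXN1 (0.63) rose (camera adjusted p = 0.0164, adjusted p = 0.256 with an estimated correlation), and the probes of the AKR1C paralogs cannot be assumed to tell them apart. Matrix proteases and inhibitors were 7 higher and 2 lower of 17, with MMP14 (1.60) and PLAT (1.46) higher and ADAMTS5 (-1.08) lower (camera adjusted p = 0.00269, adjusted p = 0.256 with an estimated correlation).

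Besides the cell cycle lists, 4 lists were lower at 24 h with the preset correlation. Targets of YAP and TEAD, which respond to cell spreading, had 7 lower and 1 higher of 19, with AJUBA (-1.50), CRIM1 (-1.19) and WWC1 (-1.06) lower (camera adjusted p = 0.000649, adjusted p = 0.256 with an estimated correlation). Of the integrated stress response, ASNS (-1.04), PSAT1 (adjusted p = 0.00185), CHAC1 (-0.85) and SLC7A11 (-0.72) fell (camera adjusted p = 0.0164, adjusted p = 0.256 with an estimated correlation). Of the interferon response, MX1 (-1.76), IFI44L (-1.59), OAS3 (-0.96) and OAS2 (-0.95) fell (camera adjusted p = 0.0164, adjusted p = 0.637 with an estimated correlation), but fry did not call the list (adjusted p = 0.214) and its array means overlapped (two-sided exact permutation test, p = 0.0571). Of ribosome biogenesis, RRS1 (-0.69) fell (camera adjusted p = 0.00157, adjusted p = 0.256 with an estimated correlation).

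At 4 h, inflammatory cytokines were called higher by camera with 0 of 17 past the threshold in limma and 8 at an unadjusted p under 0.05 (camera adjusted p = 5.61e-06, adjusted p = 0.241 with an estimated correlation), but fry did not call them (adjusted p = 0.0609) and their array means overlapped (two-sided exact permutation test, p = 0.0571). CXCL8 had a log2 fold change of 1.01 (adjusted p = 0.0941 from limma). At 24 h camera did not call this list (adjusted p = 0.636), while fry did (adjusted p = 0.0402) and its members were over-represented among the called genes (one-sided Fisher's exact test, adjusted p = 0.0132). Of its members, PTGS2, LIF and IL1B (1.35) were higher and CCL2 and CXCL1 (-0.89, named after its value was seen) lower. Metallothioneins had a mean of 0.21 at 4 h with 0 of 8 past the threshold in limma and 4 at an unadjusted p under 0.05 (camera adjusted p = 0.00106, adjusted p = 0.284 with an estimated correlation). TNF and RANKL signaling had a mean of 0.22 at 4 h (camera adjusted p = 0.00820, adjusted p = 0.490 with an estimated correlation), but fry did not call it (adjusted p = 0.219) and its array means overlapped (two-sided exact permutation test, p = 0.171). Fatty acid synthesis, heat shock proteins, the unfolded protein response and the markers of epithelium, adipocytes and chondrocytes were not called by camera at 4 h (adjusted p = 0.690, 0.130, 0.340, 0.690, 0.970 and 0.416) or at 24 h (0.198, 0.140, 0.895, 0.263, 0.955 and 0.675), although the keratins KRT18 (0.66) and KRT19 (0.75) of the epithelial markers passed at 24 h. The array means of the chondrocyte markers did not overlap at 4 h (two-sided exact permutation test, p = 0.0286), and fry called fatty acid synthesis (adjusted p = 0.0279) and heat shock proteins (adjusted p = 0.0133) at 24 h.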
